# Maternal H3K27me3 controls DNA methylation-independent genomic imprinting

**DOI:** 10.1038/nature23262

**Published:** 2017-07-19

**Authors:** Azusa Inoue, Lan Jiang, Lu Falong, Tsukasa Suzuki, Yi Zhang

**Keywords:** Allelic chromatin accessibility, Allelic gene expression, Germline DNA methylation, Allelic H3K27me3, H3K27me3-dependent genomic imprinting, Mouse early development

## Abstract

Mammalian sperm and oocytes have different epigenetic landscapes and are organized in different fashion. Following fertilization, the initially distinct parental epigenomes become largely equalized with the exception of certain loci including imprinting control regions (ICRs). How parental chromatin becomes equalized and how ICRs escape from this reprogramming is largely unknown. Here we profiled parental allele-specific DNase I hypersensitive sites (DHSs) in mouse zygotes and morula embryos, and investigated the epigenetic mechanisms underlying allelic DHSs. Integrated analyses of DNA methylome and H3K27me3 ChIP-seq data sets revealed 76 genes with paternal allele-specific DHSs that are devoid of DNA methylation but harbor maternal allele-specific H3K27me3. Interestingly, these genes are paternally expressed in preimplantation embryos, and ectopic removal of H3K27me3 induces maternal allele expression. H3K27me3-dependent imprinting is largely lost in the embryonic cell lineage, but at least 5 genes maintain their imprinting in the extra-embryonic cell lineage. The 5 genes include all previously identified DNA methylation-independent imprinted autosomal genes. Thus, our study identifies maternal H3K27me3 as a DNA methylation-independent imprinting mechanism.

Sperm and oocytes are generated from primordial germ cells through distinct processes. Consequently, their genomes are packaged differently with distinct epigenetic landscapes ^1^. Following fertilization, paternal chromatin releases protamines and is repackaged with maternally-stored histones that are devoid of most histone modifications, while maternal chromatin harbors various histone modifications inherited from oocytes ^2,3^. The different processes of parental chromatin formation result in parental epigenetic asymmetry in zygotes ^1^, which becomes largely equalized during subsequent development with the exception of certain genomic loci, including ICRs ^4^.

Transcriptional regulatory elements, such as promoters and enhancers, can be mapped by DNase I hyper-sensitivity assay ^5,6^. By using a low-input DNase I-sequencing (liDNase-seq) technique, we recently mapped the transcriptional regulatory landscape of preimplantation embryos and SNP-based analysis revealed that chromatin accessibility of the two parental alleles is overall comparable except imprinted gene promoters ^7^. A similar conclusion was also reached using an assay for transposase-accessible chromatin with high throughput sequencing (ATAC-seq) ^8^. However, the mechanisms underlying parent-of-origin specific chromatin accessibility are unknown.

## Allelic DHSs in zygotes

To comprehensively profile parental allele-specific DHSs in zygotes, we isolated paternal and maternal pronuclei from PN5-stage zygotes and performed liDNase-seq (Fig. 1a, Extended Data Fig. 1a). Using stringent criteria (Extended Data Fig. 1b) and excluding data of sex chromosomes, we identified 3,462, 687, and 169 of bi-allelic DHSs, paternal allele-specific DHSs (Ps-DHSs), and maternal allele-specific DHSs (Ms-DHSs), respectively (Fig. 1b, Extended Data Fig. 1c and Table S1). The genomic location of allelic DHSs is heavily biased to non-promoter elements when compared to bi-allelic DHSs that are enriched in promoters and CpG islands (Extended Data Fig. 1d, e). Similar to previous finding ^7^, Ps-DHSs include ICRs of known imprinted genes (Extended Data Fig. 1f). Interestingly, both Ps- and Ms-DHSs also include promoters of genes previously not known to be imprinted (Extended Data Fig. 1g, h).

Since promoter DHSs can prime gene expression at the next developmental stage ^7^, we asked whether allelic DHSs in zygotes can prime allelic gene expression at zygotic genome activation (ZGA). RNA-seq analysis of 2-cell stage androgenetic (AG) and gynogenetic (GG) embryos, using α-amanitin treatment as a negative control, identified 107 AG- and 14 GG-specific differentially expressed genes (DEGs), including 8 known imprinted genes (Extended Data Fig. 2a–d and Table S2).

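RNA-seq of 2-cell embryos compared AG embryos, whose genome is only paternal, with GG embryos, whose genome is only maternal. Embryos kept in α-amanitin, which blocks RNA polymerase II, served as the measure of transcripts stored in the oocyte. Each group had 2 libraries made from 7 to 10 embryos collected at 30 h post fertilization, and α-amanitin was added at 25 μg/ml from 5 h. The deposited table names the GG libraries PG. Table S15 of the paper lists 25226724 and 27008012 unique reads for the AG libraries, 23892347 and 26042195 for GG, and 22775050 and 23063330 for α-amanitin. The authors mapped reads to mm9, assigned unique reads to UCSC gene models and deposited FPKM values of 20098 autosomal genes. The Methods describe size factors from ERCC spike-in RNA. The deposited FPKM, multiplied by gene length, are whole reads within a tolerance of 0.01 at a single scale per library. A factor per library would also leave 1 scale, so this alone does not exclude it. The scale lay near the summed gene reads, with 16920223 and 16322741 in AG replicate 1 and 14685365 and 14243371 in α-amanitin replicate 1. No ERCC factor was therefore apparent, and changes against α-amanitin were taken as relative to each library's reads. Values of log2(FPKM + 0.5) were compared by limma-trend over the 13406 genes whose highest group mean was above 0.5 FPKM. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a fold change above 2. The p-values of this and later tests measure only the spread between these libraries, since the paper calls the replicates biological duplicates and does not say whether they came from separate animals.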

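In AG embryos 459 genes were higher than in GG embryos and 131 were lower, and 297 and 89 with a pseudocount of 0.1 or 327 and 77 without a filter on low values. Imprinted genes silenced by oocyte DNA methylation were among the largest differences. *Mcts2*, an imprinted retrogene, had 177 ± 10.1 FPKM (SD, n = 2) in AG and 1.43 ± 0.156 FPKM in GG embryos, a log2 difference of 6.52 (SE 0.34, adjusted p = 0.000261 from limma). Of 18 measured canonical paternally-expressed genes, 9 were higher in AG embryos and 0 were lower (10 higher when adjusted over the list alone), and as a group they were higher than other genes (camera, adjusted p = 1.66e-06 with a preset correlation, adjusted p = 0.238 with an estimated correlation). Of 21 measured maternally-expressed imprinted genes, 1 was lower in AG embryos, *Ascl2*, a transcription factor of the trophoblast (log2 difference −2.15, SE 0.29, adjusted p = 0.00904). All 4 non-canonical imprinted genes were higher in AG embryos. *Phf17*, a subunit of a histone acetyltransferase complex, had 17.3 ± 1.39 FPKM against 1.00 ± 0.359 FPKM (log2 difference 3.59, SE 0.25), and *Gab1*, an adaptor of receptor tyrosine kinases, had 12.3 ± 1.91 against 0.375 ± 0.268 FPKM (3.89, SE 0.27; adjusted p = 0.000699 for both). *Sfmbt2*, a Polycomb protein, and *Slc38a4*, an amino acid transporter, had log2 differences of 2.98 and 1.52 (adjusted p = 0.00181 and 0.0255). Of 9 measured epiblast genes, 4 were higher in AG embryos (*Nanog*, *Utf1*, *Otx2* and *Pou3f1*; camera adjusted p = 0.00747, adjusted p = 0.544 with an estimated correlation). In α-amanitin embryos *Nanog* had 21.8 ± 0.541 FPKM, where AG had 20.0 ± 0.504 and GG 7.53 ± 1.33 FPKM, so AG was at the level of stored transcripts and GG below it, while *Utf1*, *Otx2* and *Pou3f1* had 0 FPKM with α-amanitin. Outside the lists, *Fabp9* and *Cox7b2*, known for expression in testis, were higher (log2 difference 6.00 for *Fabp9*), and *Gfi1*, a zinc finger repressor, was lower (−2.75). Against α-amanitin, 17 of 18 measured genes of ZGA were higher in both AG and GG embryos, among them *Zscan4c*, *Zscan4d* and *Zfp352*, with median log2 differences of 6.21 and 5.99 (camera adjusted p = 3.38e-06 and 7.43e-07, adjusted p = 0.413 and 0.530 with an estimated correlation). Of 19 genes of ribosome biogenesis, 18 and 17 were higher (camera adjusted p = 1.20e-05 and 3.56e-06, adjusted p = 0.413 and 0.530 with an estimated correlation). Of 18 oocyte genes 8 and 4 were lower, among them *Zp2*, a coat protein of the oocyte, and 1 in each, *Zp3*, was higher (camera adjusted p = 0.000181 and 0.000733, adjusted p = 0.413 and 0.530 with an estimated correlation). With limma in place of the test of the paper and its other limits kept, 4583 genes in AG and 4114 in GG embryos were newly synthesized, and 116 were AG-specific and 15 GG-specific after α-amanitin FPKM was subtracted. With an offset of 1 FPKM after subtraction they numbered 30 and 4, and with a fold limit of 5 they were 195 and 36, and GG-specific genes numbered 23 without AG replicate 1 and 24 without AG replicate 2. Of the AG-specific genes, 9 were known imprinted genes: *Fkbp6*, *Gab1*, *Mcts2*, *Nnat*, *Phf17*, *Plagl1*, *Sfmbt2*, *Sgce* and *Zrsr1*. The counts of AG against GG fell to 191 higher and 45 lower without AG replicate 1, 280 and 44 without AG replicate 2, 42 and 5 without GG replicate 1, and 49 and 6 without GG replicate 2, and *Slc38a4* and *Nanog* passed in none of these fits (adjusted p of up to 0.151 and 0.0708), *Ascl2* and *Pou3f1* in 1 (0.122 and 0.182), and *Sfmbt2*, *Utf1* and *Otx2* only without an AG replicate (0.0509, 0.0779 and 0.143). Centring every library on its median moved the median log2 difference of all genes against α-amanitin from 0.63 to 0.06 in AG and from 0.43 to −0.13 in GG embryos, and the share of called genes that were higher from 73.9% to 50.6% and from 79.8% to 48.7%.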

Integrated analysis of allelic ZGA and allelic promoter DHSs in zygotes revealed that the majority (59% and 79%) of the AG- and GG-specific DEGs are associated with paternal and maternal allele-biased chromatin accessibility, respectively (Extended Data Fig. 2e, f). 

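Among genes with allelic promoter accessibility in Fig. 1c and Extended Data Fig. 1, RNA differed between AG and GG 2-cell embryos in both directions. *Pmaip1*, a mediator of apoptosis, had 25.6 ± 5.78 FPKM (SD, n = 2) in AG and 0.690 ± 0.0820 FPKM in GG embryos, a log2 difference of 4.44 (SE 0.27, adjusted p = 0.000484 from limma). *Zfp871*, a zinc finger gene, had 12.8 ± 0.349 against 0.0993 ± 0.0110 FPKM (log2 difference 4.47). The known imprinted genes *Sgce* and *Zrsr1* differed by 2.81 and 5.62 on the log2 scale. Higher in GG embryos were *Mov10l1*, an RNA helicase of the piRNA pathway (log2 difference −3.15, SE 0.42, adjusted p = 0.00897), *Isl2*, a LIM homeobox gene (−2.43, SE 0.22, adjusted p = 0.00181), and *Akap1*, an anchor of protein kinase A at mitochondria (−1.10, SE 0.18, adjusted p = 0.0159). *Mov10l1* had 0.808 ± 0.834 FPKM in AG and 9.90 ± 1.38 FPKM in GG embryos, *Isl2* 4.20 ± 0.162 and 24.8 ± 2.07 FPKM, and *Akap1* 5.25 ± 0.00982 and 11.9 ± 1.19 FPKM. In α-amanitin embryos *Akap1* had 4.74 ± 0.688 FPKM, close to its AG level. *Pmaip1* was the only one of 8 measured genes of the p53 response that passed the test (camera adjusted p = 0.0139, adjusted p = 0.238 with an estimated correlation). With 1 library left out at a time, *Pmaip1*, *Zfp871* and *Zrsr1* passed in each of the 4 fits, *Akap1* in none (adjusted p of up to 0.133), *Mov10l1* and *Isl2* only without an AG replicate (0.116 and 0.0607 at most), and *Sgce* in all but the fit without GG replicate 1 (0.0502). The liDNase-seq signal of these promoters was not analysed here. The paper proposes from the 2 data types that zygotic allelic DHSs mark promoters primed for allelic ZGA.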

Genes showing such a correlation include not only known imprinted genes but also genes not known to be imprinted (Fig. 1c). These results suggest that allelic DHSs in zygotes can mark promoters that are primed for allelic ZGA.

## DNA methylation and allelic DHSs

To understand how allelic DHSs in zygotes are specified, we first examined whether they are inherited from gametes. We profiled DHSs of fully-grown oocytes (Extended Data Fig. 3a) and analyzed sperm DHSs ^7^. Although sperms only have 34 reproducible DHSs (Table S3), some of them contribute to Ps-DHSs (Extended Data Fig. 3b). However, most of Ps-DHSs are absent in sperm and oocytes, indicating that they are generated after fertilization (Extended Data Fig. 3c, d). In contrast, most of Ms-DHSs and bi-allelic DHSs are already present in oocytes (Extended Data Fig. 3e–h), indicating that most maternal DHSs are inherited from oocytes.

To determine how the maternal allele at Ps-DHSs remains inaccessible, we first hypothesized that maternal DNA methylation prevents DHS formation. Analysis of a public whole genome bisulfite sequencing (WGBS) dataset of oocytes and sperm ^9^ revealed that only 17% of Ps-DHSs overlap with oocyte germline differentially methylated regions (gDMRs) (Extended Data Fig. 4a and Table S4). Despite extending to a ±100 kb region flanking Ps-DHSs, only additional 21% are found to be associated with oocyte gDMRs (Extended Data Fig. 4a and Table S4). Even when the oocyte DNA methylation level alone is considered, 48% of Ps-DHSs are devoid of oocyte DNA methylation (Extended Data Fig. 4b), indicating the existence of a DNA methylation-independent mechanism that prevents maternal allelic accessibility.

## Maternal allelic protection by H3K27me3

The fact that Polycomb-mediated H3K27me3 can mediate silencing of DNA hypomethylated promoters ^10^ prompted us to postulate that H3K27me3 might be responsible for maternal allele inaccessibility. Analyses of public ChIP-seq datasets ^11^ revealed that the H3K27me3 level in oocytes is much higher than that of sperm at DNA hypomethylated Ps-DHSs, while it is reversed at DNA hypermethylated Ps-DHSs (Extended Data Fig. 4c**, left**). SNP-tracking analysis revealed that the hypomethylated Ps-DHSs maintain maternal allele-specific H3K27me3 in zygotes (Extended Data Fig. 4c**, right**), indicating that H3K27me3 may be responsible for maternal allele inaccessibility at DNA hypomethylated regions.

To test this possibility, we injected mRNA encoding an H3K27me3-specific demethylase *Kdm6b (Kdm6b*^*WT*^) with its catalytic mutant (H1390A) (*Kdm6b*^*MUT*^) as a control ^12^ (Fig. 2a). Similarly, we prepared zygotes injected with an H3K9me3-specific demethylase *Kdm4d* or its catalytic mutant (H189A) ^13^. Both WT and mutant Kdm6b and Kdm4d are expressed at a similar level (Extended Data Fig. 4d), and Kdm6b^WT^ and Kdm4d^WT^, but not their mutants, significantly reduced H3K27me3 and H3K9me3 levels, respectively (Extended Data Fig. 4e, f). LiDNase-seq of isolated pronuclei (Extended Data Fig. 4g, h) revealed that 78 and 150 of the 431 most reliable Ps-DHSs became bi-allelic in *Kdm6b*^*WT*^- and *Kdm4d*^*WT*^-injected zygotes, respectively, while their catalytic mutants had little effect (Fig. 2b, c, Extended Data Fig. 4i, and Table S5). This result indicates that both maternal H3K27me3 and H3K9me3 are involved in maternal allele inaccessibility. Importantly, Kdm6b-affected Ps-DHSs are largely devoid of oocyte DNA methylation, which is markedly different from Kdm4d-affected Ps-DHSs that locate at DNA hypermethylated regions (Fig. 2d). Consistently, Ps-DHSs specifically affected by Kdm6b, but not Kdm4d, overlap maternal allele-specific H3K27me3 (Extended Data Fig. 4j). These results suggest that maternal H3K27me3 and H3K9me3 restrict maternal allele accessibility at regions with hypomethylated and hypermethylated DNA, respectively.

## H3K27me3-dependent imprinting

To understand to what extent allelic DHSs exist at a later embryonic stage, we generated AG and GG morula embryos (Fig. 3a) and performed liDNase-seq (Extended Data Fig. 5a). Using the same criteria for allelic DHSs as in zygotes and excluding data of sex chromosomes, we identified 36,569, 247, and 176 of common DHSs, AG-specific DHSs (AG-DHSs), and GG-specific DHSs (GG-DHSs), respectively (Fig. 3b and Table S6). By SNP-tracking analyses of a public DHS profile of hybrid morula embryos ^7^, we confirmed that AG-DHSs, but not GG-DHSs, recapitulate the corresponding parental allele-specific DHSs (Extended Data Fig. 5b), indicating that AG-DHSs are physiological. Interestingly, AG-DHSs include almost all known maternally-methylated ICRs (Extended Data Fig. 5c). This finding raised the possibility that AG-DHSs could serve as indicators of genomic imprinting.

Because both gDMR and maternal H3K27me3 can contribute to maternal allele inaccessibility (Fig. 2), we determined their respective contribution to the generation of the 247 AG-DHSs. Analyses of the oocyte DNA methylome ^9^ identified 183 (74%) AG-DHSs in DNA hypomethylated regions (Extended Data Fig. 5d). Allelic H3K27me3 enrichment analysis revealed that 112 of the 183 are marked with maternal allele-biased H3K27me3 in inner cell mass (ICM) of blastocysts (Fig. 3c). Of the 112 AG-DHSs, 105 showed maternal allele-specific H3K27me3 enrichment in zygotes [RPM>0.5, FC(Mat/Pat)>4], suggesting that the maternal allele-biased H3K27me3 is inherited from zygotic maternal chromatin. By associating the 105 H3K27me3-marked AG-DHSs with their nearest genes, we obtained 76 genes (Table S7) as putative H3K27me3-dependent imprinted genes.

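AG morula embryos were profiled by RNA-seq in 2 libraries at 78 h post fertilization, with 20918952 and 21177516 unique reads (Table S15). The authors deposited FPKM values for the same autosomal genes as in 2-cell embryos, made in the same way and also whole reads within the same tolerance once multiplied by gene length. For GG morulae the paper's mean FPKM in Table S7 and Table S8 were used, so AG against GG is given as a ratio of means, with 0.01 FPKM added to each, and without a test. For 64 of the 76 putative genes matched by name, all 128 deposited AG values equal those of Table S7 within 0.001 FPKM. Genes counted as expressed had a mean above 0.5 FPKM in AG or GG embryos.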

To determine if any of the 76 genes are indeed imprinted in preimplantation embryos, we performed RNA-seq analysis for AG and GG morula embryos (Extended Data Fig. 6a and Table S8). 

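The canonical imprinted genes that the paper lists among its AG-specific DEGs were well expressed in AG morulae. *Mcts2* had 123 ± 3.75 FPKM (SD, n = 2) in AG embryos, where the paper's GG mean is 0.461 FPKM, and *Fkbp6*, a gene of meiosis, had 144 ± 11.3 FPKM against the paper's 2.97. *Impact*, a regulator of translation, had 31.9 ± 6.05 FPKM against the paper's 3.12, and *Nespas*, an antisense transcript of the *Gnas* locus, 8.50 ± 0.546 FPKM with a GG mean of 0 in the paper. *Zrsr1*, a splicing factor retrogene, had 5.54 ± 0.556 and *Mest*, a hydrolase gene, 3.27 ± 0.106 FPKM in AG embryos, while the paper's GG means are 0.0311 and 0.0807 FPKM. In the opposite direction, the maternally-expressed non-coding RNA *Meg3* had 0.0276 FPKM in AG embryos and 2.01 FPKM in the paper's GG mean. *Nespas* overlaps *Gnas*, and the libraries do not mark the strand, so reads of this locus cannot be assigned to 1 strand.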

After confirming AG- or GG-specific expression of known imprinted genes (Extended Data Fig. 6b), we calculated the relative AG/GG expression levels for each candidate. Among the 76 genes, 28 were expressed in either AG or GG embryos (FPKM>0.5). 

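Of the 76 putative genes, 28 had a mean above 0.5 FPKM in AG morulae or in the paper's GG mean, the same 28 as in Fig. 3d. Their AG levels ranged widely. *Bbx*, an HMG-box gene, had 23.5 ± 6.94 FPKM (SD, n = 2), *Epas1*, a hypoxia-inducible transcription factor, 20.3 ± 1.01 FPKM, and *C430002E04Rik* 16.0 ± 1.60 FPKM. Near the limit were *Otx2os1* with 0.519 ± 0.174, *Sh3gl3* with 0.538 ± 0.293 and *Adamts2* with 0.546 ± 0.0611 FPKM. At a limit of 1 FPKM 22 genes counted as expressed. The AG values behind the choice of the 28 genes come from these same libraries, so AG levels of this list are not independent evidence of AG expression.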

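The ratio of AG to GG means was above 2 for 27 of the 28 expressed putative genes and above 8 for 23. Among genes with a GG mean above 0, fold changes ran from 1.39 for *Enc1*, an actin-binding protein, to 325 for *Slc38a4*. Between these lay *Gab1* with a 115-fold, *Bbx* with a 22.0-fold and *Epas1* with an 8.79-fold higher mean in AG embryos. Ratios to near-zero GG means rest on the 0.01 FPKM that was added, and 6 genes are listed at 0 in the paper's GG mean (*Sfmbt2*, *Mbnl2*, *Gramd1b*, *G730013B05Rik*, *Otx2os1* and *Slc38a2*). With 0.5 FPKM added in place of 0.01, 25 genes were above 2-fold and 7 above 8-fold.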

Interestingly, 27 of the 28 genes exhibited biased (FC>2), and 23 genes exhibited highly biased (FC>8) expression in AG embryos (Fig. 3d, **left column**). Using a RNA-seq dataset of hybrid IVF morula embryos ^14^, we further confirmed that all 13 SNP-trackable genes exhibit paternal allele-specific expression (Fig. 3d, **right columns**). Importantly, these genes include *Sfmbt2*, *Gab1, Slc38a4*, and *Phf17* whose imprinted expression was suggested to be independent of oocyte DNA methylation^15–18^. These ‘non-canonical’ imprinted genes are coated with oocyte-specific H3K27me3 domains that are retained even in blastocysts (Extended Data Fig. 6c), which is in contrast to DNA methylation-dependent ‘canonical’ imprinted genes that are devoid of oocyte H3K27me3 (Extended Data Fig. 6d). Collectively, these results demonstrate that maternal H3K27me3 may serve as a DNA methylation-independent imprinting mark.

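The 4 non-canonical genes were expressed in AG morulae at levels above the paper's GG means. *Gab1* lies on chromosome 8 of mm9 from 83288333 to 83404378, and its 15.8 ± 1.82 FPKM (SD, n = 2) in AG embryos stands against a GG mean of 0.128 FPKM in the paper. *Slc38a4* (chromosome 15, 96825254 to 96886387) had 17.1 ± 1.57 FPKM in AG embryos and 0.0427 FPKM in the paper's GG mean. *Phf17* (chromosome 3, 41359656 to 41420786) had 9.77 ± 1.83 FPKM against 0.921 FPKM. *Sfmbt2* (chromosome 2, 10292078 to 10516880) had 2.75 ± 0.654 FPKM in AG embryos and is listed at 0 in the GG mean. With the maternal H3K27me3 over these loci, the paper proposes that this mark may serve imprinting without DNA methylation.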

To determine whether maternal H3K27me3 is responsible for maternal allele repression of the putative H3K27me3-dependent imprinted genes, we injected *Kdm6b*^*WT*^ or *Kdm6b*^*MUT*^ mRNAs into 1-cell stage parthenogenetic (PG) embryos (Fig. 4a). After verifying that the injection did not affect embryo development to the morula stage (Extended Data Fig. 7a), we performed RNA-seq analysis (Extended Data Fig. 7b). 

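The injected PG embryos carry only maternal genomes. *Kdm6b* encodes an H3K27me3 demethylase, and the mutant enzyme lacks catalytic activity. mRNA was injected at 1.8 μg/μl at the 1-cell stage and morulae were collected, with 2 libraries per group. Table S15 gives 22125933 and 22304260 unique reads for Kdm6bWT and 25598536 and 25628069 for Kdm6bMUT. FPKM of both groups and of AG morulae stand in 1 table by the authors and were fitted together by limma-trend over 11655 genes, with the limits used for 2-cell embryos. The 256 Kdm6b values of the putative genes equal those of Table S7 within 0.001 FPKM. Across all genes, 16 were higher and 3 were lower in Kdm6bWT than in Kdm6bMUT embryos. Among the higher genes outside the putative list were *Tmem144* (log2 difference 3.28, SE 0.22), the cytochrome c oxidase gene *Cox7b2* (3.03), the collagen lysyl hydroxylase *Plod2* (2.40) and the zinc finger gene *Sall1* (2.34, SE 0.20, adjusted p = 0.0130). The 3 lower genes were *Cxcl14*, a chemokine (−2.06, SE 0.23, adjusted p = 0.0345), *Itgb4*, an integrin (−1.94), and *B3galnt1*, a glycosyltransferase (−1.42). Of 15 measured trophectoderm genes 1, *Ly6a*, was higher (1.92), while the list as a whole was lower (median −0.38, camera adjusted p = 0.0146, adjusted p = 0.744 with an estimated correlation). No gene passed without Kdm6bWT replicate 1, Kdm6bWT replicate 2, Kdm6bMUT replicate 1 or Kdm6bMUT replicate 2 (0 by limma in each), or without a filter on low values (0 by limma). At an unadjusted p under 0.05 there were 1435 genes, and edgeR on reads recovered from FPKM, chosen after seeing the data, called 30 higher and 12 lower.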

Of the 28 putative imprinted genes expressed in AG morula embryos (Fig. 3d), 16 were significantly derepressed in a catalytic activity-dependent manner, which include all 4 known non-canonical imprinted genes (Fig. 4b and Table S9). In contrast, canonical imprinted genes were not affected by *Kdm6b*^*WT*^ injection (Extended Data Fig. 7c), demonstrating that H3K27me3 is specifically required for maternal allele repression of the putative H3K27me3-dependent imprinted genes.

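Kdm6bWT embryos had more RNA of most putative genes than Kdm6bMUT embryos. The log2 difference was above 0 for 27 of the 28 genes and above 1 for 12, and both WT libraries lay above both MUT libraries in 23, where chance gives 16.7% of genes. *Gab1* had 7.60 ± 1.71 FPKM (SD, n = 2) in Kdm6bWT and 0.259 ± 0.196 FPKM in Kdm6bMUT embryos, a log2 difference of 3.42 (SE 0.25, adjusted p = 0.00723 from limma). *Epas1* had 16.6 ± 0.702 against 2.19 ± 0.516 FPKM (2.68, SE 0.18, adjusted p = 0.00569), and *Phf17* 9.30 ± 4.41 against 0.402 ± 0.233 FPKM (3.39, SE 0.35, adjusted p = 0.0312). *C430002E04Rik*, which lies beside *Phf17* on chromosome 3 from 41291603 to 41297121, had the same log2 difference, and *Etv6*, an ETS transcription factor, had 2.07 (adjusted p = 0.0312 for both). *Slc38a4* differed by 1.81 (SE 0.20, adjusted p = 0.0327). *Sfmbt2*, with 0.415 ± 0.0793 FPKM in Kdm6bWT embryos and 0 in both Kdm6bMUT libraries, did not pass (0.87, SE 0.23, adjusted p = 0.248). In all, 6 of the 28 genes passed over all genes tested, 12 when adjusted over the list alone and 17 at an unadjusted p under 0.05, and the list was higher than other genes (camera adjusted p = 6.76e-20, adjusted p = 0.181 with an estimated correlation). The study chose these 28 genes on AG libraries of this table, not on the Kdm6b libraries. Kdm6bWT levels reached a median of 37.5% of AG levels. *Slc38a4* reached 11.8%, and its neighbours *Slc38a1* and *Slc38a2* 0.976% and 0.153%, while 26 of the 28 genes were higher in AG than in Kdm6bMUT embryos. None of the 28 passed when any 1 of the 4 Kdm6b libraries was left out (0 in each fit, smallest adjusted p for *Gab1* 0.0636) or without the filter on low values (0).

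**Figure D1:**
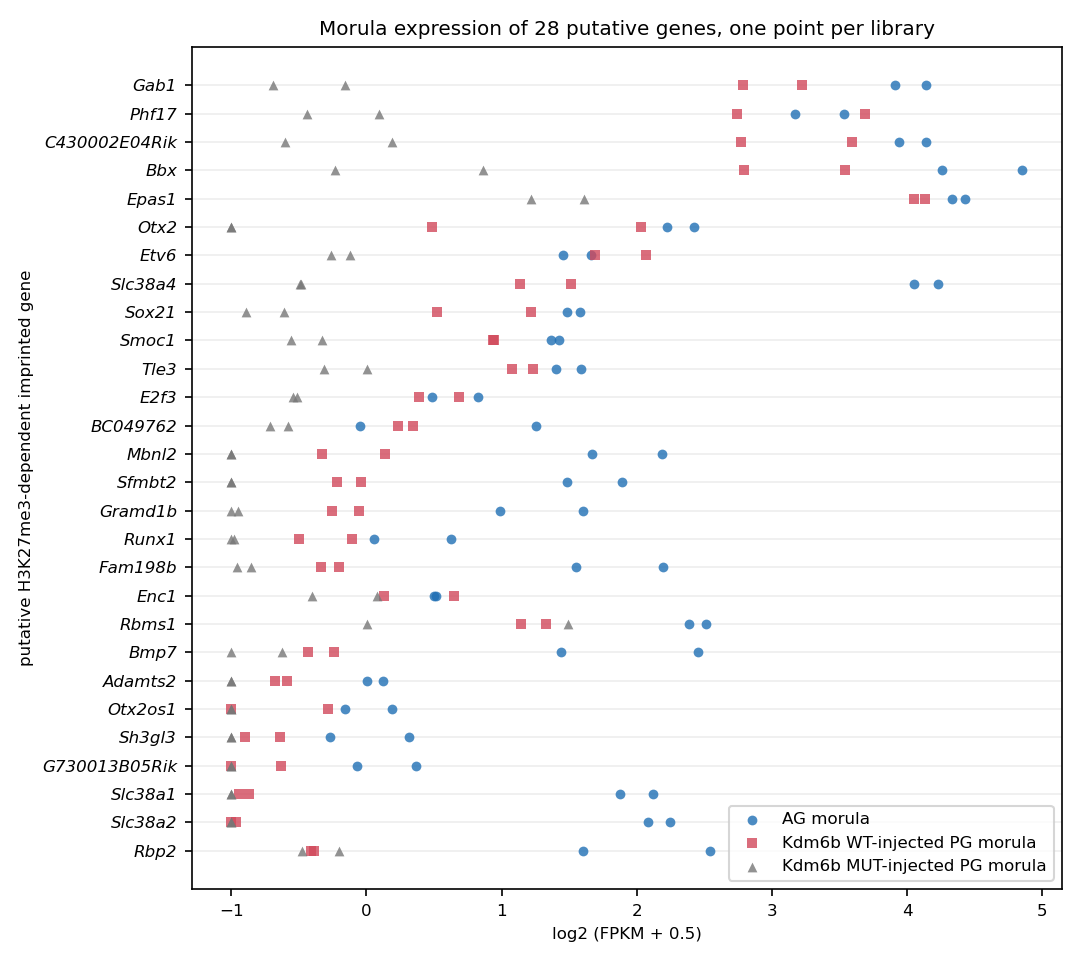
log2(FPKM + 0.5) of the 28 putative genes in each library of AG, Kdm6bWT-injected PG and Kdm6bMUT-injected PG morulae (2 points per group), ordered by the difference between Kdm6bWT and Kdm6bMUT. The WT points lie above the MUT points in 23 genes, with *Gab1*, *C430002E04Rik* and *Phf17* farthest apart.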

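Canonical imprinted genes were compared between Kdm6bWT and Kdm6bMUT embryos in the same fit. Of the 6 genes of Extended Data Fig. 7c, 0 passed by limma, 0 by edgeR on recovered reads and 0 at an unadjusted p under 0.05, with a median log2 difference of −0.04. *Mcts2* had 0.433 ± 0.294 FPKM (SD, n = 2) in Kdm6bWT and 0.492 ± 0.256 FPKM in Kdm6bMUT embryos (log2 difference −0.10, SE 0.28), and *Impact* 2.90 ± 1.00 and 3.52 ± 0.755 FPKM (−0.26, SE 0.26). *Fkbp6* varied most, with 14.8 ± 19.3 and 8.95 ± 10.7 FPKM (0.28, SE 1.41), so its change is not resolved by these libraries. All 6 genes were higher in AG than in Kdm6bMUT embryos, with a median log2 difference of 3.76. Over a wider list of 14 measured canonical paternally-expressed genes, 0 passed by limma in Kdm6bWT against Kdm6bMUT (0 by edgeR on recovered reads). Adjusted over the list alone 2 passed, *Sgce* and *Dio3*, which also had an unadjusted p under 0.05, and both were higher in Kdm6bWT embryos, by 1.23 and 1.29 on the log2 scale. *Sgce* had 6.45 ± 2.87 FPKM in Kdm6bWT, 2.33 ± 0.216 in Kdm6bMUT and 20.5 ± 0.140 in AG embryos. Of 16 measured maternally-expressed imprinted genes, 6 were lower in AG than in Kdm6bMUT embryos (*Meg3*, *Rian*, *Mirg*, *Cdkn1c*, *Gnas* and *H13*) and *Ascl2* was higher. From the difference between the 2 kinds of genes, the paper concludes that H3K27me3 is specifically required to repress the maternal allele of the putative genes.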

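Hybrid morulae came from BDF1 oocytes fertilized in vitro with PWK sperm and injected with Kdm6bWT or Kdm6bMUT mRNA, with 1 library per condition. Both libraries had between 30222900 and 31000730 unique reads (Table S15). The authors counted, per gene, reads that carry a SNP between the parental strains, and deposited these counts with FPKM of all reads. Autosomal genes held 4478875 SNP reads in Kdm6bMUT and 4425016 in Kdm6bWT embryos, of which 41.8% and 43.9% were paternal. Shares are given with 95% Clopper-Pearson intervals, which cover counting error only, because reads made by PCR are not independent molecules. Fisher's exact test (two-sided, adjusted over the genes of a list) compared the 2 libraries, not the conditions, and a list's median change was set against 10000 random lists matched on SNP reads. Genes with more than 10 SNP reads in both libraries were kept, and paternal-biased means more than 2 paternal reads per maternal read.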

To demonstrate that Kdm6b-mediated maternal allele derepression occurs in a physiological context, we performed RNA-seq analysis in IVF-derived hybrid morula embryos that had been injected with *Kdm6b*^*WT*^ or *Kdm6b*^*MUT*^ mRNA at the 1-cell stage. 

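Of the 28 putative genes, 17 had more than 10 SNP reads in both libraries, and 16 of these were paternal-biased in Kdm6bMUT embryos. *Sfmbt2* had 86 paternal reads of 92 (93.5%, 95% CI 86.3 to 97.6%), *Fam198b*, a Golgi protein gene, 232 of 247 (93.9%, 90.2 to 96.6%) and *Runx1*, a transcription factor of blood formation, 81 of 84 (96.4%, 89.9 to 99.3%). *Bbx* and *Gab1*, with the most reads, had 345 of 420 (82.1%) and 413 of 545 (75.8%). The exception was *C430002E04Rik*, with 6 paternal reads of 56 (10.7%, 95% CI 4.03 to 21.9%). In E6.5 EXE nearly all its reads were assigned to B6 in either cross (1.46% paternal in B6/PWK and 99.6% in PWK/B6), so with a PWK father its low share is not a measure of maternal bias. At a minimum of 50 SNP reads, 11 genes remained and 10 of them were paternal-biased.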

Of the 28 putative imprinted genes, 17 had sufficient SNP reads, and 16 of them showed paternal allele-biased expression in *Kdm6b*^*MUT*^-injected embryos (Fig. 4c, Table S10). 

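In Kdm6bWT embryos the paternal share of each of the 17 genes was below its share in Kdm6bMUT embryos, by a median of −26.8 percentage points, while 95% of random lists of matched genes had a median between −3.27 and 6.11. For 12 genes the difference between the libraries passed Fisher's exact test (adjusted p under 0.05). *Bbx* went from 82.1% (95% CI 78.1 to 85.7%) to 48.1% (44.7 to 51.4%; adjusted p = 2.89e-32), and *Gab1* from 75.8% (72.0 to 79.3%) to 44.6% (41.5 to 47.7%; adjusted p = 3.81e-32). *Sfmbt2* went from 93.5% to 50.3%, *Phf17* from 76.2% to 46.6% and *Sox21*, an SRY-box gene, from 84.6% to 39.7%. *Slc38a4* had 61 paternal reads of 63 (96.8%) in Kdm6bMUT and 59 of 68 (86.8%, 95% CI 76.4 to 93.8%) in Kdm6bWT embryos, a difference that these reads do not resolve (adjusted p = 0.0686). The same holds for *E2f3*, *Smoc1*, *Slc38a1* and *Enc1*. Of 7 canonical paternally-expressed genes with enough reads, 0 passed by Fisher's exact test, and their median change was −1.82 percentage points, within the −4.70 to 8.16 of matched lists. At an unadjusted p under 0.05 in Fisher's exact test there was 1, *Fkbp6* (98.6% to 96.9%, p = 0.0206, adjusted p = 0.144). *Kcnq1ot1*, a long non-coding RNA, had 97.8% and 99.0% and *Impact* 94.8% and 92.0%. *Sgce* fell from 45.8% to 31.5% and *Inpp5f* from 60.0% to 45.2% (adjusted p = 0.259 for both), falls of 14.2 and 14.8 percentage points close to that of the putative *Smoc1* (15.1), and neither was paternal-biased in Kdm6bMUT embryos. X-linked reads differed as well, with 11.2% paternal in Kdm6bMUT and 32.4% in Kdm6bWT embryos.

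**Figure D2:**
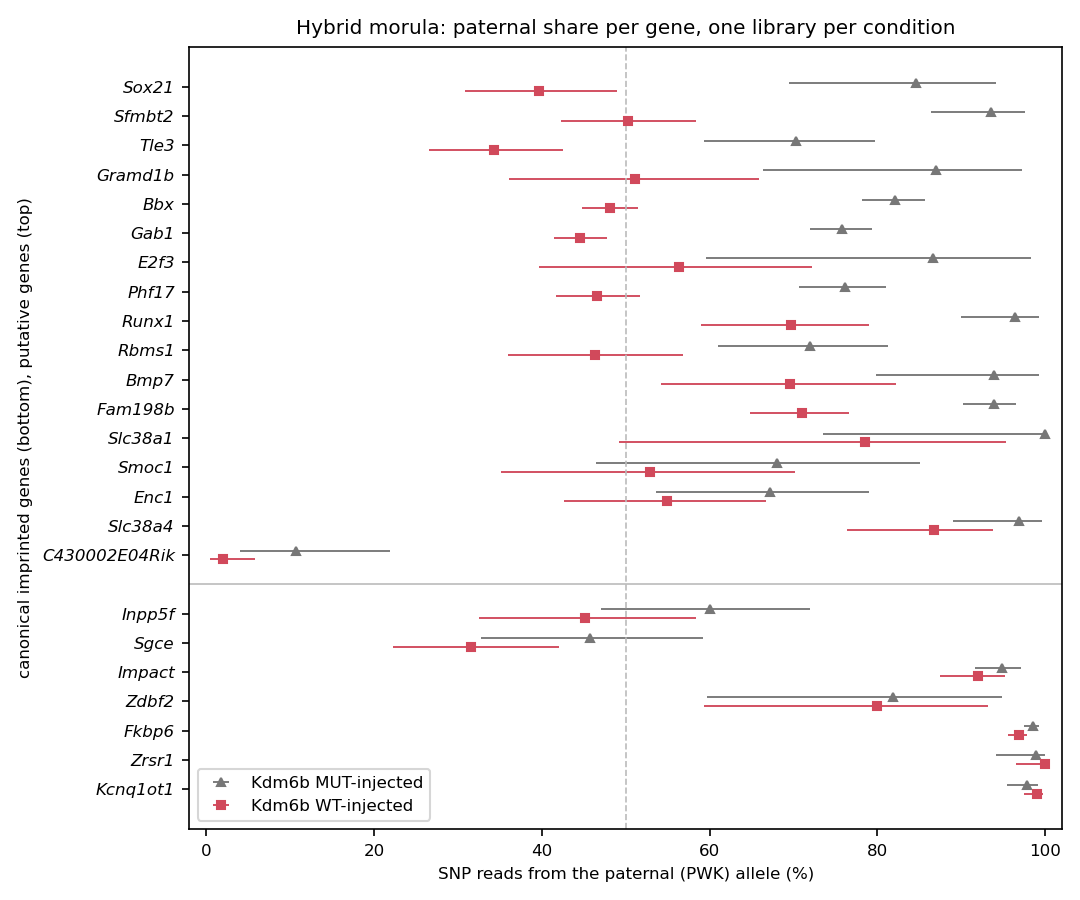
Share of paternal (PWK) SNP reads in percent, with 95% Clopper-Pearson intervals, in 1 hybrid morula library injected with Kdm6bMUT and 1 with Kdm6bWT mRNA, for 17 putative and 7 canonical paternally-expressed genes. The putative genes lie lower in Kdm6bWT by a median change of −26.8 percentage points, and the canonical genes differ by a median of −1.82.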

Notably, the extent of the paternal allelic bias of all these genes became milder in *Kdm6b*^*WT*^-injected embryos, while that of canonical imprinted genes was not affected (Fig. 4c). These data strongly suggest that imprinted expression of these genes depends on maternal H3K27me3.

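FPKM of all reads gives the level behind these shares. *Gab1* had 9.23 FPKM in Kdm6bMUT and 15.7 FPKM in Kdm6bWT embryos, *Bbx* 9.34 and 18.3 FPKM, and *Sox21* 1.48 and 3.40 FPKM. Multiplied by the allelic shares, the maternal part of *Gab1* was 2.24 FPKM and 8.68 FPKM, and that of *Sfmbt2* 0.0822 and 1.05 FPKM. *Slc38a4* had 11.9 and 12.2 FPKM in all, with a maternal part of 0.378 and 1.61 FPKM. *Kdm6b* itself had 11.2 and 10.9 FPKM in the deposited table. With 1 library per condition, no test of the conditions can be made on these levels. From the milder paternal bias, the paper proposes that imprinted expression of these genes depends on maternal H3K27me3.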

To determine whether maternal allele derepression couples with gain of maternal chromatin accessibility, we performed liDNase-seq for *Kdm6b*^*WT*^- and *Kdm6b*^*MUT*^-injected PG morula embryos (Extended Data Fig. 7d). We found that Kdm6b^WT^, but not Kdm6b^MUT^, markedly increases chromatin accessibility in AG-DHSs of putative H3K27me3-dependent imprinted genes, including all 4 non-canonical imprinted genes (Fig. 4d, e and Extended Data Fig. 7e and Table S11). In contrast, ICRs of canonical imprinted genes were not affected (Fig. 4d and Extended Data Fig. 7f, g). These results suggest that maternal H3K27me3 restricts maternal allele accessibility to mediate H3K27me3-dependent genomic imprinting.

## Imprinting status in blastocysts

We next analyzed the imprinting status of putative H3K27me3-dependent imprinted genes in blastocyst embryos by SNP tracking of recently published datasets ^14^. Of the 28 genes imprinted in morula embryos (Fig. 3d), 15 had sufficient SNP reads in both reciprocal crosses (Fig. 5a). Among them, 12 (80%) showed paternal allelic expression in both crosses (Fig. 5a), demonstrating that H3K27me3-dependent imprinting is largely maintained in blastocysts.

Since previous studies have indicated that *Gab1*, *Sfmbt2*, and *Phf17* are imprinted only in extra-embryonic tissues ^19–21^, we examined their imprinting status in ICM. 

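ICM and TE were separated by immunosurgery from AG and GG blastocysts at 120 h and sequenced as 1 library each. The authors deposited RPKM, rounded to 2 decimals, and log2 ratios of AG over GG for 19361 genes, and RPKM sums ranged from 592047 to 668149 per library. Unique reads ranged from 24898336 to 29404790 (Table S15, where GG libraries are named PG). AG-biased means an AG over GG ratio above 2, with 0.01 RPKM added to each, in genes above 0.5 RPKM in AG or GG cells, and no test was made because each tissue had 1 library per genotype. Medians of gene lists were set against 10000 random lists of genes with like expression.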

We isolated TE and ICM cells from AG and GG blastocysts and performed RNA-seq analysis (Table S12). Marker gene expression confirmed no cross-contamination (Extended Data Fig. 8a). 

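*Cdx2*, the transcription factor of TE, had 10.6 RPKM in AG TE and 10.5 in GG TE against 2.95 in AG ICM and 2.79 in GG ICM. *Sox2*, a pluripotency factor, had 7.22 RPKM in AG ICM and 10.1 in GG ICM, and 0.11 RPKM in AG TE and 0 in GG TE. *Pou5f1* had 93.0 and 62.2 RPKM in AG and GG ICM and 10.8 and 5.78 in AG and GG TE. *Krt8*, a keratin of epithelia, had 1638 and 1396 RPKM in AG and GG TE and 692 and 542 in ICM. Other markers of the ICM were seen in AG TE. *Nanog* had 49.9 RPKM in AG ICM and 29.6 in AG TE, 59.3% of it, while GG ICM had 38.8 and GG TE 1.11. *Gata4*, a factor of primitive endoderm, had 27.9 RPKM in AG ICM and 19.5 in GG ICM, and 4.7 in AG TE and 0.11 in GG TE. Of 10 primitive endoderm genes, 9 were over 2-fold higher in AG than in GG TE, with a median log2 ratio of 4.53 (2.23 with 0.5 RPKM added in place of 0.01), above all 10000 random lists. Of 8 expressed ICM genes, 4 were over 2-fold higher in AG TE (median log2 ratio 1.71).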

Of the 28 putative imprinted genes (Fig. 3d), 23 and 24 are expressed in TE and ICM, respectively (RPKM>0.5). Of these, 18 (78%) in TE and 16 (67%) in ICM show AG-biased expression (FC>2) (Fig. 5b). 

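Among the 28 putative genes, 23 in TE and 24 in ICM were above 0.5 RPKM in AG or GG cells, and 22 in both. *Slc38a4* had 176 RPKM in AG TE and 104 in AG ICM, with 0.04 and 0.07 in GG TE and GG ICM. *Sfmbt2* had 51.0 RPKM in AG TE and 19.9 in AG ICM, against 0.12 and 0.18 in GG cells. *Phf17* was higher in ICM, with 83.9 RPKM in AG and 11.4 in GG cells, than in TE, with 25.5 and 2.24 RPKM. At a limit of 1 RPKM, 21 genes in TE and 22 in ICM were expressed.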

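AG-biased expression was found for 19 of the 23 genes in TE (82.6%) and for 16 of the 24 in ICM (66.7%), and no putative gene was over 2-fold higher in GG cells. The median log2 ratio of AG over GG was 3.50 in TE and 1.84 in ICM, each above all random lists (−0.43 to 0.55 in TE and −0.30 to 0.26 in ICM for 95% of lists). With 0.5 RPKM added in place of 0.01 the medians were 1.62 and 1.39, so the size of the gap between the tissues depends on the offset. Of canonical paternally-expressed genes, 13 of 17 were AG-biased in TE (median 5.97, or 1.77 with 0.5 RPKM added) and 16 of 20 in ICM (median 4.73, or 2.93). Over 2-fold higher in GG cells were 1 of them in TE and 2 in ICM. Of 20 maternally-expressed imprinted genes, 13 were over 2-fold lower in AG cells in each tissue (medians −1.83 and −2.22). A GG value of 0 is listed in TE for *BC049762*, *G730013B05Rik*, *Sh3gl3* and *Bmp7* and in ICM for *Rbp2* and *Bmp7*.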

Notably, 9 genes show weaker AG-bias in ICM compared to TE (Fig. 5b, **arrows**), suggesting that H3K27me3-dependent imprinting might start to diminish in ICM.

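Of the 22 genes expressed in both tissues, 12 had a log2 ratio of AG over GG more than 1 lower in ICM than in TE, and 2, *Epas1* and *Rbp2*, more than 1 higher. With 0.5 RPKM added in place of 0.01, 10 were lower, *Rbp2* among them, and 0 higher, so the direction of *Rbp2*, listed at 0 in GG ICM, depends on the offset. *Fam198b* had 18.0 RPKM in AG and 20.0 in GG ICM, but 9.05 and 0.23 RPKM in TE. *Gab1* had 27.5 and 3.42 RPKM in AG and GG ICM and 24.3 and 0.65 RPKM in TE, and *Runx1* 16.2 and 9.26 RPKM in ICM and 5.61 and 1.53 RPKM in TE. *Slc38a2*, an amino acid transporter beside *Slc38a4*, had 169 and 73.7 RPKM in ICM and 30.3 and 2.41 RPKM in TE. For *Gab1*, *Runx1* and *Slc38a2* the RPKM in GG cells was higher in ICM than in TE. Over the 22 genes the median difference in log2 ratio, ICM minus TE, was −1.25, below all random lists (−0.53 to 0.36 for 95% of lists), and −0.82 with 0.5 RPKM added. Summed Y-linked RPKM was 113 in AG ICM and 4.44 in AG TE, so these 2 libraries also differ in Y-linked RNA, which the comparison does not account for. The markers of ICM that AG TE expressed also enter AG TE values: after an assumed ICM share of 0.2 was taken off AG TE, chosen after seeing the data, 9 genes were more than 1 lower in ICM and 5 more than 1 higher (11 and 4 with a share of 0.1), and AG-biased expression covered 14 of 21 genes in TE (66.7%, the same as in ICM), with 2 genes over 2-fold higher in GG TE. With a share of 0.1 it covered 17 of 22 (77.3%), with 0 higher in GG TE. In AG TE, ICM genes that GG TE nearly lacked had a median of 2.76% of their AG ICM level, and such primitive endoderm genes 10.8%. A share of 0.2 lies above both medians and 0.1 above the former, so neither share is an estimate of ICM left in AG TE. From the weaker bias, the paper proposes that H3K27me3-dependent imprinting might start to diminish in ICM.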

## Post-implantation imprinting dynamics

To determine the imprinting status in post-implantation embryos, we dissected hybrid E6.5 embryos into epiblast (EPI), visceral endoderm (VE), and extra-embryonic ectoderm (EXE), and performed RNA-seq analysis (Extended Data Fig. 8b and Table S13). 

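E6.5 embryos of B6 mothers and PWK fathers (B6/PWK) and of the reciprocal cross (PWK/B6) gave EPI, VE and EXE, with 2 libraries per tissue and cross. Unique reads ranged from 30356198 to 35145954 in B6/PWK and from 37187935 to 52195668 in PWK/B6 libraries (Table S15). B6/PWK embryos came from natural mating and PWK/B6 embryos from IVF with transfer to ICR mothers, so the cross and the way embryos were made cannot be told apart. The authors deposited FPKM of all reads and counts of SNP reads per allele, with 5538138 to 6556476 SNP reads per EPI library, 4178858 to 6663403 per VE library and 6114583 to 8426514 per EXE library. In EPI 44.5% and 44.8% of SNP reads were paternal in B6/PWK and 55.9% in both PWK/B6 libraries, a tilt toward B6 reads in either cross. Maternal and paternal SNP reads of genes with a mean above 20 in each cross were compared by edgeR's quasi-likelihood test, with terms for library, parent and strain of the allele. PEGs and MEGs had a Benjamini-Hochberg adjusted p under 0.05 and a fold above 2 in the same direction in both crosses.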

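Markers of the dissected tissues lay apart. The lowest EPI library had 169 FPKM of *Pou5f1* and the highest VE or EXE library 9.04, and *Nanog* had at least 4.89 FPKM in EPI and at most 1.51 elsewhere. *Gata4* and *Gata6* had at least 45.3 and 15.0 FPKM in VE and at most 0.47 and 1.65 elsewhere, and *Elf5* and *Gata3* at least 218 and 10.9 FPKM in EXE and at most 0.95 and 0.52 elsewhere. Higher levels in their own tissue were found for 7 of 10 epiblast genes (not *Sox2*, *Pou3f1* and *Fgf8*), 12 of 12 visceral endoderm genes and 8 of 11 genes of extra-embryonic ectoderm (not *Cdx2*, *Eomes* and *Esx1*). The test was an exact permutation test over 495 splits, two-sided, with a smallest possible p of 0.00202, adjusted over 33 genes. With splits only within tissues of the same cross and replicate number (81 splits, replicate block chosen after seeing the data), the counts were 5, 12 and 8, and *Fgf5* and *Utf1* no longer passed. Over 9002 genes in EPI there were 18 PEGs and 8 MEGs, over 8599 in VE 19 PEGs and 12 MEGs, and over 8467 in EXE 19 PEGs and 12 MEGs. The canonical genes made up most of them: 15 of 16 measured paternally-expressed and 8 of 15 maternally-expressed imprinted genes in EPI, 13 of 15 and 10 of 15 in VE, and 11 of 14 and 11 of 17 in EXE. *Mest*, *Kcnq1ot1* and *Snrpn* were PEGs, and *H19*, *Meg3* and *Grb10*, an inhibitor of growth signalling, were MEGs in all 3 tissues. *D7Ertd715e*, on chromosome 7 from 67114463 to 67119317 near *Snrpn*, had 100% paternal reads in B6/PWK and 99.9% in PWK/B6 EPI (log2 paternal over maternal 11.85, adjusted p = 1.42e-22), and was a PEG in VE and EXE as well. *Mas1*, a receptor gene beside *Igf2r* on chromosome 17 from 13033871 to 13061009, had 7.04% and 22.1% paternal reads in VE (log2 −2.74, adjusted p = 9.75e-06). Without PWK/B6 replicate 1 it was not called, since PWK/B6 replicate 2 had 34.0%. In EPI, *Zrsr1* was not called without PWK/B6 replicate 1, since PWK/B6 replicate 2 had 54.7% paternal reads.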

We confirmed their cell identify by analyzing cell lineage-specific marker gene expression ^22^ (Extended Data Fig. 8c) and identified 17 paternally-expressed genes (PEGs) and 8 maternally-expressed genes (MEGs) in EPI, 19 PEGs and 12 MEGs in both VE and EXE, which include new imprinted genes, such as *D7Ertd715e* (also known as *Snhg14*), *Smoc1*, and *Mas1* (Extended Data Fig. 8d, e and Table S13).

Among the 76 putative H3K27me3-dependent imprinted genes (Table S7), 25, 23, and 17 genes had enough SNP reads in both reciprocal crosses in EPI, VE, and EXE, respectively (Fig. 5c). 

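With a mean above 20 SNP reads in each cross, 25 of the 76 putative genes could be measured in EPI, 23 in VE and 18 in EXE. *Gab1* had 55 to 62 SNP reads per EPI library, but 1466 to 2355 per VE and 2947 to 4442 per EXE library. *Phf17* had 292 to 431 SNP reads in EPI, 1265 to 2271 in VE and 1120 to 1491 in EXE. *Sfmbt2* had 6 to 22 reads in EPI and *Slc38a4* 3 to 44 in VE, below the minimum. If 1 read in each cross was enough, 48, 49 and 41 of the putative genes were measured.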

We found that 1, 3, and 5 genes are paternally expressed in EPI, VE, and EXE, respectively (Fig. 5c, **arrowheads**). 

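Paternal expression passed for 1 putative gene in EPI, 3 in VE and 5 in EXE. In EPI the gene was *Slc38a4*, with 75.8% paternal reads in B6/PWK and 93.3% in PWK/B6 embryos (log2 paternal over maternal 2.71, adjusted p = 6.64e-09 from edgeR). *Gab1* had 53.0% and 57.1% and *Phf17* 50.2% and 51.9% paternal reads in EPI, and neither passed. In VE, *Sfmbt2* had 94.1% and 99.3% (log2 5.58, adjusted p = 2.93e-18), *Gab1* 76.3% and 88.8% (2.33, adjusted p = 6.40e-21) and *Phf17* 69.3% and 86.3% paternal reads (1.92, adjusted p = 5.58e-20). *Slc38a4* reads in VE were nearly all paternal but too few, with 100% of 34 and of 44 in B6/PWK and of 3 in PWK/B6 replicate 1, and 90.0% of 30 in PWK/B6 replicate 2. Without PWK/B6 replicate 1 it was called, which makes 4 genes. *Smoc1* in VE had most reads from B6 in either cross: 38.1% were paternal in B6/PWK and 96.0% in PWK/B6 embryos, so it was not a PEG. With the strain of the allele as a term, its paternal allele was still favoured over both crosses (log2 1.95, adjusted p = 3.85e-08 from edgeR). The tests rest on the term that pairs both alleles of a library: without it 2 putative genes passed in EXE, *Sfmbt2* and *Smoc1*.

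**Figure D3:**
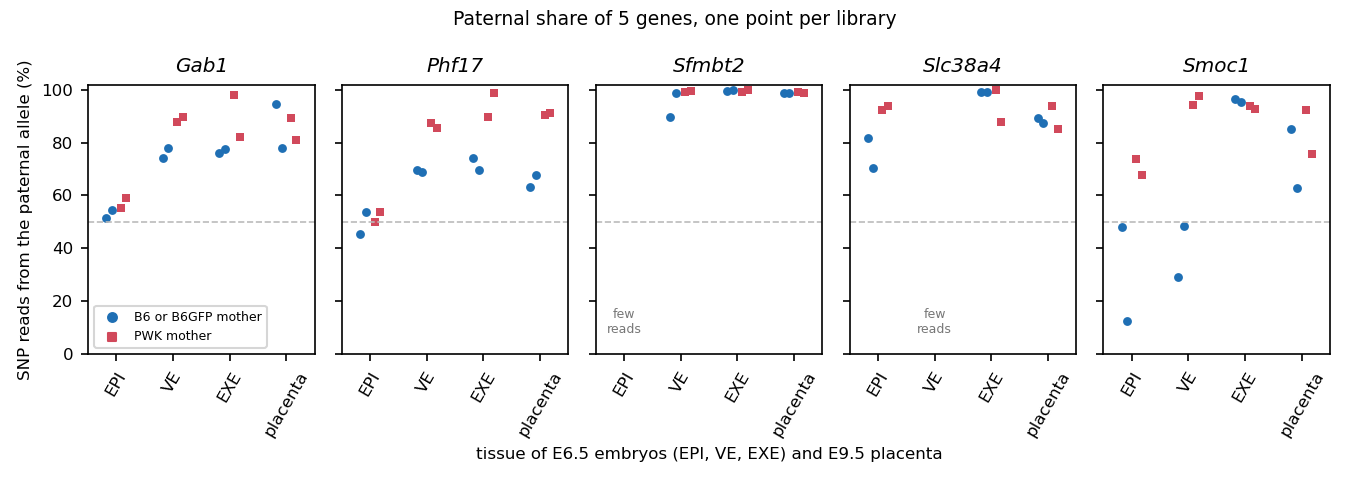
Paternal SNP reads in percent per library for *Gab1*, *Phf17*, *Sfmbt2*, *Slc38a4* and *Smoc1* in E6.5 EPI, VE and EXE and in E9.5 placenta, by the strain of the mother. Genes under the read minimum are marked as having few reads, and *Smoc1* in VE parts by cross, with 38.1% and 96.0% of summed reads.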

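The 5 putative genes called in EXE had more than 2 paternal reads per maternal read in both crosses. *Sfmbt2* had 99.8% paternal reads in B6/PWK and 99.5% in PWK/B6 (log2 paternal over maternal 8.24, adjusted p = 1.76e-17 from edgeR), and *Slc38a4* 99.1% and 93.7% (5.34, adjusted p = 3.30e-09). *Smoc1*, a secreted calcium-binding protein on chromosome 12 from 82127795 to 82287401, had 95.9% and 93.2% (4.13, adjusted p = 7.36e-10), with 56 to 174 SNP reads per library. *Gab1* had 76.9% and 89.2% (2.49, adjusted p = 1.64e-06) and *Phf17* 72.1% and 94.0% (2.68, adjusted p = 1.39e-08). Replicates of PWK/B6 differed for some of these: *Gab1* had 97.9% and 82.3%, *Phf17* 89.7% and 98.7% and *Slc38a4* 99.9% and 88.0% paternal reads. *Slc38a1*, next to *Slc38a4*, had 71.5% and 63.7% paternal reads (adjusted p = 2.60e-08) and stayed under the fold limit in PWK/B6. *Fkbp6*, a canonical gene, was a PEG in EXE but not without PWK/B6 replicate 1, since PWK/B6 replicate 2 had 64.3%. Replicate numbers are those of the SNP table, and the FPKM table appears to exchange the 2 PWK/B6 EXE libraries.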

The genes imprinted in EXE include the 4 non-canonical imprinted genes, *Gab1*, *Phf17*, *Sfmbt2*, and *Slc38a4*, and a new imprinted gene, *Smoc1* (Fig. 5c). These results suggest that H3K27me3-dependent imprinting is completely erased in the epiblast with the exception of *Slc38a4*, but some are maintained in the extra-embryonic cell lineages.

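The difference in imprinting between the tissues was tested over the candidate genes with edgeR. Between EXE and EPI, log2 paternal over maternal was higher in EXE by 4.10 for *Smoc1* (adjusted p = 0.000196) and by 2.62 for *Phf17* (adjusted p = 5.99e-08), and between VE and EPI it was higher in VE by 1.86 for *Phf17* (adjusted p = 5.15e-06). *Slc38a1* and *Bbx* differed between EXE and EPI by 1.19 and 0.67. For *Gab1* the difference of 2.17 between EXE and EPI did not pass over all 7398 genes (adjusted p = 0.685) and passed when adjusted over the list alone (adjusted p = 0.0316). With a term for the parental effect of each set of embryos, chosen after seeing the data, the differences that had passed over all genes still did, and *Smoc1* between VE and EPI (adjusted p = 0.0293, before 0.0531) and *Phf17* between EXE and VE (adjusted p = 0.0214, before 0.0619) passed as well, but *Gab1* did not (adjusted p = 0.191 between EXE and EPI). *Smoc1* in EPI had 12.5 to 73.7% paternal reads per library, on 19 to 28 reads. A difference was not tested for *Sfmbt2*, whose EPI reads were too few, nor for *Slc38a4*, whose VE reads were too few. From the lists in the 3 tissues, the paper proposes that the H3K27me3-dependent imprint is erased in the epiblast except at *Slc38a4*, and that some genes keep it in extra-embryonic lineages.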

To analyze the imprinting status in E9.5 placentae avoiding possible maternal cell contamination, we purified fetus-derived placental cells from GFP transgenic embryos by FACS-sorting (Extended Data Fig. 9a) and performed RNA-seq analysis (Extended Data Fig. 9b and Table S14). 

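Placental cells of E9.5 conceptuses were sorted for a GFP transgene of the embryo, to leave out cells of the mother. Both crosses, B6GFP/PWK and PWK/B6GFP, came from IVF with transfer to ICR mothers, with 2 libraries each. Unique reads were 38449660 and 39808914 in B6GFP/PWK and 37335109 and 38098010 in PWK/B6GFP libraries (Table S15), and the authors deposited SNP reads per allele, 7413797 to 7812754 per library. PEGs and MEGs were called as in E6.5 tissues, over 9823 genes.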

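SNP reads were 46.8% and 46.7% paternal in B6GFP/PWK and 53.4% and 53.5% in PWK/B6GFP placentae. In these cells 25 PEGs and 21 MEGs were found, among them 17 of 22 measured canonical paternally-expressed and 17 of 23 maternally-expressed genes. *D7Ertd715e* had 99.3% paternal reads in B6GFP/PWK and 98.4% in PWK/B6GFP placentae (log2 paternal over maternal 6.28). *Cbx7*, a chromodomain protein of Polycomb complexes (chromosome 15, 79746237 to 79763076), had 6.83% and 6.29% paternal reads (log2 −3.83, adjusted p = 1.02e-11 from edgeR). *Thbs2*, a matrix glycoprotein (chromosome 17, 14802507 to 14831269), had 5.26% and 19.2% (−3.09, adjusted p = 1.76e-06), on 27 to 54 SNP reads per library. *Igf2*, a growth factor of the placenta, was a PEG with 98.0% and 99.3% paternal reads, and *Cdkn1c*, a cell cycle inhibitor, a MEG with 1.66% and 0.405%. Across EPI, VE, EXE and placenta, 8 PEGs and 6 MEGs were shared, the latter being *Grb10*, *H19*, *Meg3*, *Mirg*, *Phlda2* and *Rian*. *Igf2* overlaps *Igf2as*, and *Peg3* overlaps *Peg3as*, and since reads carry no strand, members of such pairs are not separate evidence. The same holds for *Snurf* and *Snrpn*, with 843 and 844 SNP reads in B6GFP/PWK replicate 1. *Mir675* lies within *H19* and *6430411K18Rik* within *Rtl1*. Counts of PEGs and MEGs therefore hold more entries than separate loci.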

After confirming cell purity by demonstrating comparable total SNP reads from parental alleles (Extended Data Fig. 9c), we identified 25 PEGs and 21 MEGs, which include new imprinted genes, such as *D7Ertd715e, Smoc1, Cbx7* and *Thbs2* (Extended Data Fig. 10a, b, and Table S14). Among the 76 putative H3K27me3-dependent imprinted genes, 27 genes had sufficient SNP reads in both reciprocal crosses (Fig. 5d). Among them, *Gab1*, *Sfmbt2*, *Slc38a4*, and *Smoc1* are paternally expressed (Fig. 5d). 

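In placenta 27 of the 76 putative genes had a mean above 20 SNP reads in each cross, and 46 had at least 1 read in each. *Sfmbt2* had 7399 to 9937 SNP reads per library, *Gab1* 4387 to 5890, *Slc38a4* 2990 to 3459 and *Smoc1* 214 to 564. Outside the 4 PEGs among them, *Bbx* had 54.5% paternal reads in B6GFP/PWK and 49.8% in PWK/B6GFP placentae, and *Slc38a1* 48.2% and 56.0%.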

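*Sfmbt2* had 98.8% paternal reads in B6GFP/PWK and 99.0% in PWK/B6GFP placentae (log2 paternal over maternal 6.49, adjusted p = 1.65e-27 from edgeR). *Slc38a4* had 88.4% and 89.2% (3.02, adjusted p = 1.25e-14) and *Gab1* 86.1% and 85.0% (2.69, adjusted p = 3.37e-09). *Smoc1* had 71.8% and 82.7% (1.85, adjusted p = 2.40e-06). Replicates differed in *Smoc1*, with 85.0% and 62.7% in B6GFP/PWK and 92.3% and 75.9% in PWK/B6GFP placentae. Without B6GFP/PWK replicate 1, *Smoc1* was not called and *Phf17* was, and with DESeq2 in place of edgeR *Smoc1* was not called.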

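*Phf17* had 65.2% paternal reads in B6GFP/PWK, a fold of 1.87 of summed reads, and 91.0% in PWK/B6GFP placentae. Its replicates were close, with 63.2% and 67.7% in B6GFP/PWK and 90.6% and 91.3% in PWK/B6GFP libraries of 1910 to 3134 SNP reads. The paternal allele was favoured over both crosses (log2 2.12, adjusted p = 9.15e-19 from edgeR), but the fold limit was not reached in 1 cross, so it was not called. In VE and EXE *Phf17* was also less paternal with B6 mothers.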

Imprinting of *Phf17* in one cross was weak (FC=1.87) (Fig. 5d and Table S14), which was consistent with a previous study ^23^. 

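*Smoc1* was paternal in both crosses in EXE and placenta, but only in PWK/B6 embryos in EPI and VE. Over both crosses *Smoc1* favoured the paternal allele in VE (log2 1.95) but not in EPI (log2 0.026). In AG and GG 2-cell embryos it had 0.162 ± 0.0612 and 0.0418 ± 0.0591 FPKM, too little to test, and in AG morulae it had 2.13 ± 0.0756 FPKM (SD, n = 2) against 0.217 FPKM in the paper's GG mean. Kdm6bWT and Kdm6bMUT morulae had 1.42 ± 0.00714 and 0.239 ± 0.0826 FPKM of *Smoc1* (log2 difference 1.38, SE 0.20, adjusted p = 0.0851 from limma), and blastocysts 3.40 and 0.99 RPKM in AG and GG ICM and 2.54 and 0.67 RPKM in AG and GG TE. Over the stages, AG-biased expression covered 27 of 28 expressed putative genes in morulae, 19 of 23 in TE and 16 of 24 in ICM, and paternal expression 1 of 25 measured genes in EPI, 3 of 23 in VE, 5 of 18 in EXE and 4 of 27 in placenta. AG and GG levels and allelic shares are different measures, so these counts are not on 1 scale. The paper states that *Smoc1* is imprinted through H3K27me3 and proposes that imprinting of most such genes is transient, while some genes keep it in extra-embryonic lineages.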

Taken together, our data not only identify *Smoc1* as a new H3K27me3-dependent imprinted gene, but also suggest that most H3K27me3-dependent imprinted genes are transiently imprinted in preimplantation embryos, while some remain imprinted in the extra-embryonic cell lineage (Fig. 5e).

## Discussion

Since the identification of DNA methylation as a genomic imprinting mark more than 20 years ago ^24–26^, it has been the only known mammalian germline imprinting mark ^4^. However, recent studies have identified several imprinted genes capable of maintaining paternal allele-specific expression in the absence of oocyte DNA methylation ^21,27^, suggesting the existence of a DNA methylation-independent imprinting mechanism. Here we revealed that these non-canonical imprinted genes harbor high level of oocyte-specific H3K27me3, and that loss of H3K27me3 results in loss-of-imprinting. Although previous studies have revealed a link between a repressed allele and repressive histone modifications, including H3K27me3, at certain imprinted loci ^28–37^, the imprinting status of these loci originally depends on gDMRs ^17,29,37,38^. Consistently, ectopic removal of H3K27me3 specifically affected non-canonical imprinted genes, indicating that the regulatory mechanism of H3K27me3-dependent imprinting is fundamentally different from that of gDMR-mediated canonical imprinting.

The dynamics of H3K27me3-dependent imprinting is strikingly different from DNA methylation-dependent imprinting which is largely maintained in both embryonic and extra-embryonic lineages ^39^. The H3K27me3 imprint mark is likely established during oogenesis and maintained in preimplantation embryos (Fig. 5e). While it begins to dilute in ICM and is almost completely lost in the epiblast of E6.5 embryos, it is maintained in some genes at least until E9.5 placenta. Further investigation is warranted to understand why and how these genes are selected to maintain imprinting and why they use H3K27me3, instead of DNA methylation, as an imprinting mark, as well as how cell lineage-specific imprinting is achieved. Furthermore, what other organisms may conserve H3K27me3-dependent genomic imprinting is a fascinating question given that flowering plants also adopt this mechanism ^40,41^.

## METHODS

### Isolation of maternal and paternal pronuclei from PN5 stage zygotes

All animal studies were performed in accordance with guidelines of the Institutional Animal Care and Use Committee at Harvard Medical School. MII-stage oocytes were collected from 8 week-old B6D2F1/J (BDF1) females superovulated by injecting 7.5 I.U. of PMSG (Millipore) and hCG (Millipore). For *in vitro* fertilization (IVF), MII oocytes were inseminated with activated spermatozoa obtained from the caudal epididymis of adult BDF1 male mice in HTF medium supplemented with 10 mg/ml bovine serum albumin (BSA; Sigma-Aldrich). Spermatozoa capacitation was attained by 1 h incubation in the HTF medium. Zygotes were cultured in a humidified atmosphere with 5% CO_2_/95% air at 37.8°C. At 10 hours post-fertilization (hpf), zygotes were transferred into M2 media containing 10 μg/ml cytochalasin B (Sigma-Aldrich). Zona pellucidae were cut by a Piezo impact-driven micromanipulator (Prime Tech Ltd., Ibaraki, Japan) and the pronuclei were isolated from the zygotes. At 12 hpf (PN5-stage), isolated pronuclei were washed with 0.2% BSA/PBS, transferred into Eppendorf LoBind 1.5 ml tubes, and placed on ice until DNase I treatment. For each experiment, 150–200 pronuclei were collected and prepared for liDNase-seq. The parental pronuclei were distinguished by (1) the distance from the second polar body and (2) the size of the pronucleus.

### Preparation of androgenetic (AG) and gynogenetic (GG) embryos

MII oocytes were collected from 8 week-old superovulated BDF1 females and inseminated with BDF1 sperm. At 7 hpf, zygotes were transferred into M2 media containing 5 μg/ml cytochalasin B, and parental pronuclei were exchanged by using a Piezo impact-driven micromanipulator. The sendai virus (HVJ, Cosmo-bio) was used for fusing karyoplasts with cytoplasms as previously described ^42^. After reconstruction, embryos were cultured in KSOM.

When collecting embryos for RNA-seq or/and liDNase-seq, we removed zona pellucida (ZP) by a brief exposure to Acid tyrode’s solution (Sigma-Aldrich), then the embryos were washed with M2 media, and then 0.2% BSA/PBS. For liDNase-seq, 10 morula embryos were transferred into an Eppendorf LoBind 1.5 ml tube, and placed on ice until DNase I treatment. For RNA-seq, seven to ten embryos were transferred into a thin-walled RNase-free PCR tubes (Ambion). The 2-cell and morula embryos were collected at 30 and 78 hpf, respectively. When preparing α-amanitin treated 2-cell embryos, 5 hpf zygotes were transferred into KSOM containing 25 μg/ml α-amanitin (Sigma-Aldrich) and cultured in the presence of α-amanitin until collection (30 hpf).

ICM and TE were isolated as described previously ^43^ with slight modifications. Briefly, AG and GG embryos at 120 hpi were treated with Acid tyrode’s solution to remove ZP. After being washed in M2 media, the embryos were incubated in KSOM containing rabbit anti-mouse lymphocyte serum (Cedarlane, 1:8 dilution) for 45 min at 37°C. After being washed in M2 media, they were transferred into KSOM containing guinea pig complement (MP Biomedicals, 1:3.3 dilution). After incubation for 30 min at 37°C, lysed TE cells were removed by pipetting with a glass capillary. The remaining ICM clumps were incubated in 0.25% Trypsin/EDTA (Thermo Fisher, 25200) for 10 min at 37°C, and then dissociated into single cells to avoid contamination of lysed TE cells. 100-200 cells were collected for RNA-seq.

### Isolation of GV nuclei from fully-grown oocytes

Fully-grown GV-stage oocytes were obtained from 3-week-old BDF1 mice 44-48 h after injection with 5 I.U. PMSG. The ovaries were transferred to M2 media. The ovarian follicles were punctured with a 30-gauge needle, and the cumulus cells were gently removed from the cumulus–oocyte complexes using a narrow-bore glass pipette. The oocytes were then transferred into α-MEM (Life technologies, 12571-063) supplemented with 5% Fetal Bovine Serum (FBS) (Sigma-Aldrich, F0926), 10 ng/ml Epidermal Growth Factor (Sigma-Aldrich, E4127), and 0.2 mM 3-isobutyl-1-methylxanthine (IBMX; Sigma–Aldrich). One hour after collection, GV oocytes exhibiting visible perivitelline spaces, which have the surrounding-nucleolus (SN)-type chromatin, were culled ^44^. They were then incubated in M2 media containing 10 μg/ml cytochalasin B, 0.1 μg/ml colcemid (Sigma-Aldrich), and 0.2 mM IBMX for 15 min. Then, GV nuclei were isolated by using a Piezo-driven micromanipulator. After washing with 0.2% BSA/PBS, the GV nuclei were transferred into an Eppendorf LoBind 1.5 ml tube. For each experiment, 115-150 GV nuclei were collected for liDNase-seq.

### Dissection of E6.5 embryos and FACS sorting of GFP-positive E9.5 placental cells

To obtain C57BL6(B6)/PWK hybrid embryos, we used a natural mating scheme. To obtain PWK/B6 hybrid embryos, we used *in vitro* fertilization of PWK oocytes with B6 sperm, and the 2-cell embryos were transferred into surrogate ICR strain mothers. Dissection of E6.5 embryos into EPI, EXE, and VE was performed as described previously ^45^. To collect E9.5 placental cells, we purchased the B6^GFP^ mice from Jackson laboratory [C57BL/6-Tg(CAG-EGFP)131Osb/LeySopJ, Stock number 006567]. MII oocytes and sperms were collected from superovulated 8-week old B6^GFP^ or PWK mice. After *in vitro* fertilization, the 2-cell embryos were transferred into surrogate ICR strain mothers. At E9.5, placentae were harvested, cut into ~0.5 mm pieces, transferred into 50 ml tubes, and treated with 2 ml of 0.25% Trypsin-EDTA (Thermo Fisher Scientific, 25200) at 30°C for 15 min in a shaker at 200 rpm to dissociate placental cells. Trypsin treatment was stopped by the addition of 2 ml DMEM containing 10% FBS. After pipetting, the tubes were centrifuged and the pelleted cells were washed with 0.2%BSA/PBS three times. DAPI was added at the final concentration of 1 μM in the final cell suspension. The GFP-positive cells were sorted using a BD FACSaria machine (BD Biosciences) with DAPI positive cells excluded as dead cells. Approximately 10,000-20,000 GFP-positive cells were collected from each placenta, which corresponded to 40-60% of total placental cells.

### Plasmid construction and mRNA preparation

To generate the *Kdm6b*^*WT*^ construct, the cDNA encoding the carboxyl-terminal part containing the catalytic domain (amino acid 1025-End) was amplified ^12^. The PCR amplicon was cloned between a Flag tag and poly(A) of the pcDNA3.1-Flag-poly(A)83 plasmid ^46^. The H1390A *Kdm6b*^*MUT*^ construct ^47^ were generated by using PrimeSTAR mutagenesis (TAKARA). Primers used for the mutagenesis are 5′-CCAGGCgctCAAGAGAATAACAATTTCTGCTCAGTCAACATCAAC-3′ and 5’-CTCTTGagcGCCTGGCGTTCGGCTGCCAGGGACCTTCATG-3’. All constructs were verified by DNA sequencing. The plasmids for wild-type and H189A mutant *Kdm4d* were previously described ^13^.

After linearization by a restriction enzyme, the construct was purified with phenol-chloroform extraction. mRNA was synthesized by *in vitro* transcription using a mMESSAGE mMACHINE T7 Ultra Kit (Life technologies) according to manufacturer’s instructions. The synthesized mRNA was purified by lithium chloride precipitation and diluted with nuclease-free water. mRNA aliquots were stored in −80°C until use.

### mRNA injection

MII oocytes were collected from superovulated 8 week-old BDF1 females and inseminated with BDF1 sperm. At 2.5 hpf, fertilized oocytes were transferred into M2 media and mRNA was injected using a Piezo impact-driven micromanipulator. mRNA injection was completed by 4 hpf. The mRNA concentrations of *Kdm6b*^*WT*^ and *Kdm6b*^*MUT*^ were 1.8 μg/μl, and those of *Kdm4d*^*WT*^ and *Kdm4d*^*MUT*^ were 1.5 μg/μl. When preparing *Kdm6b*-injected PG embryos, MII oocytes were chemically activated by treating with 3 mM SrCl_2_ in Ca^2+^-free KSOM containing 5 μg/ml cytochalasin B. At 4 hrs post-activation (hpa), the embryos were washed with KSOM. At 5 hpa, they were injected with mRNA.

### Whole mount immunostaining

Zygotes were fixed in 3.7% paraformaldehyde (PFA) in PBS containing 0.2% Triton for 20 min. After 4x washes with PBS containing 10 mg/ml BSA (PBS/BSA), zygotes were treated with primary antibodies at 4°C overnight. The primary antibodies used in this study were mouse-anti-H3K27me3 (1/500, Active Motif, 61017), rabbit anti-H3K9me3 (1/500, Millipore, 07-442), and rabbit anti-FLAG (1/2000, Sigma-Aldrich, F7524). After 3x washes with PBS/BSA, samples were incubated with a 1:250 dilution of fluorescein isothiocyanate–conjugated anti-mouse IgG (Jackson Immuno-Research) or Alexa Flour 568 donkey anti-rabbit IgG (Life technologies) for 1 h. The zygotes were then mounted on a glass slide in Vectashield anti-bleaching solution with 4’,6-diamidino-2-phenylindole (DAPI) (Vector Laboratories, Burlingame, CA). Fluorescence was detected under a laser-scanning confocal microscope with a spinning disk (CSU-10, Yokogawa) and an EM-CCD camera (ImagEM, Hamamatsu) or Zeiss LSM800.

All images were acquired and analyzed using the Axiovision software (Carl Zeiss). The fluorescent signal intensity was quantified with the Axiovision software. Briefly, the signal intensity within the maternal pronuclei was determined, and the cytoplasmic signal was subtracted as background. Then, the averaged signal intensity of the no-injection control zygotes was set as 1.0.

### Low-input DNase-seq

Low-input DNase-seq libraries were prepared as previously described with minor modifications ^7^. Embryos or nuclei collected in 1.5 ml tubes were resuspended in 36 μl lysis buffer (10 mM Tris-HCl, pH 7.5, 10 mM NaCl, 3 mM MgCl2, 0.1% Triton X-100) and incubated on ice for 5 min. DNase I (10 U/μl, Roche) was added to the final concentration of 80 U/ml (for the GV nucleus sample) or 40 U/ml (for all the other samples) and incubated at 37 °C for exactly 5 min. The reaction was stopped by adding 80 μl Stop Buffer (10 mM Tris-HCl, pH 7.5, 10 mM NaCl, 0.15% SDS, 10 mM EDTA) containing 2 μl Proteinase K (20 mg/ml, Life technologies). Then 20 ng of a circular carrier DNA [a pure plasmid DNA without any mammalian genes purified with 0.5x Beckman SPRIselect beads (Beckman Coulter) to remove small DNA fragments] was added. The mixture was incubated at 50 °C for 1 hr, then DNA was purified by extraction with phenol-chloroform and precipitated by ethanol in the presence of linear acrylamide (Life technologies) overnight at −20 °C. Precipitated DNA was resuspended in 50 μl TE (2.5 mM Tris, pH 7.6, 0.05 mM EDTA), and the entire volume was used for sequencing library construction.

Sequencing library was prepared using NEBNext Ultra II DNA Library Prep Kit for Illumina (New England Biolabs) according to the manufactures’ instruction with the exception that the adaptor ligation was performed with 0.03 μM adaptor in the ligation reaction for 30 minutes at 20 °C and that PCR amplification was performed using Kapa Hifi hotstart readymix (Kapa Biosystems) for 8-cycles. The PCR products were purified with x1.3 volume of SPRIselect beads (Beckman Coulter) and then size selected with x0.65 volume followed by x0.7 volume of SPRIselect beads. The sample was eluted in 24 μl TE. The number of cycles needed for the second PCR amplification was determined by qPCR using 1 μl of the 1:1,000 diluted samples. The remaining 23 μl of the samples was then amplified with Kapa Hifi hotstart readymix (we used 7 cycles for all samples in this study). The PCR product was purified with x1.3 volume of SPRIselect beads and then size selected with x0.65 volume followed by x0.7 volume of SPRIselect beads. The DNA was eluted in 30 μl of TE and quantified by Qubit dsDNA HS assay kit (Thermo Fisher Scientific, Q32854) and Agilent high sensitivity assay kit (Agilent Technologies). The libraries were sequenced on a Hiseq2500 with single-end 100 bp reads (Illumina).

### RNA-sequencing

RNA-seq libraries were prepared as previously described ^13^. Briefly, reverse transcription and cDNA amplification were performed using whole embryo lysates with SMARTer Ultra Low Input RNA cDNA preparation kit (Clontech, 634890). When processing 2-cell AG, GG and α-amanitin-treated IVF embryo samples, 1 μl of 1:40,000 diluted ERCC (External RNA Controls Consortium) standard RNA (Life technologies) was added to each of the tubes at the step of cell lysis. cDNAs were then fragmented using the Covaris M220 sonicator (Covaris) with microTUBE-50 (Covaris) into average 150-160 bp fragments. The fragmented cDNAs were end-repaired, adaptor ligated and amplified using NEBNext Ultra DNA Library Prep Kit for Illumina according to the manufacturer’s instruction (New England Biolabs). Single end 100 bp sequencing was performed on a HiSeq2500 sequencer (Illumina).

### liDNase-seq data analysis

Reads of liDNase-seq data were firstly trimmed of low quality and adapter with trim_galore, and then mapped to the mouse genome (mm9) using Bowtie v0.12.9. ‘-m 1’ parameter to keep unique mapping hits. The reads with mapping quality (MAPQ) ≤ 10 or redundant reads that mapped to the same location with the same orientation were removed with SAMtools^48^. The DHS peaks in liDNase-seq data were identified by Hotspot program with FDR <= 0.01 ^49^. The DHS peaks from all 33 libraries were merged using ‘bedtools merge’ from bedtools ^50^. The number of reads in each DHS for each library was calculated using ‘multiBamSummary’ from deepTools ^51^ and normalized to the total number of mapped reads and to the length of DHS (possibility of a tag located on a position per 1 kb per million mapped reads). Reads of sex chromosomes were removed because the number of sex chromosomes is different between the parental pronuclei and between androgenetic and gynogenetic embryos. The Pearson correlation coefficient (r) of tag densities at genome-wide DHSs was calculated to measure the correlation between replicates. For identification of parental allele-specific DHSs in zygotes and morula embryos, we used a stringent cutoff (RPKM mean>2, RPKM>1 in all replicates in a biased allele, and mean value fold change larger than 4 between the two alleles). The 431 most reliable Ps-DHSs were identified by applying an additional criterion ‘RPKM>1 in all replicates of paternal PNs of microinjected zygotes’ to Ps-DHSs. The RefSeq gene assembly (mm9) from the UCSC Genome Browser database and CGIs previously defined ^9^ were used as genomic feature distribution analysis in Extended Data Fig. 1d and 1e.

### RNA-seq data analysis

We constructed a custom reference sequence combining mouse genome (mm9) with the ERCC control. Reads of RNA-seq were mapped to the reference genome with TopHat v2.0.6 ^52^ or STAR (https://github.com/alexdobin/STAR). All programs were run with default parameters unless otherwise specified. Uniquely mapped reads were subsequently assembled into transcripts guided by the reference annotation (UCSC gene models) with featureCounts from subread-v1.5.1^53^. For all 2-cell RNA-seq libraries, library size factors were estimated with ‘estimateSizeFactors’ function form R package DESeq ^54^ only using ERCC read counts. After the library size was normalized, the expression level of each gene was quantified with normalized FPKM (fragments per kilobase of exon per million mapped fragments). The Pearson correlation coefficient (r) of gene expression level was calculated to indicate the correlation between duplicates. For identification of newly synthesized transcripts at the 2-cell stage, we firstly filtered out statistically non-significant genes between AG or GG and α-amanitin treated 2-cell embryo. To this end, adjusted P value was calculated with ‘nbinomTest’ function form R pakage DESeq using a negative binomial model, and only genes with FDR<0.05 were selected. We then applied additional cutoffs [Mean FPKM (AG or GG)>2 and fold-change (FC) (AG/Ama or GG/Ama)>2]. As a result, 4,381 and 3,916 genes were identified as newly synthesized genes in AG and GG 2-cell embryos, respectively. For identifying AG- and GG-specific DEGs in 2-cell embryos, the gene expression level (FPKM) of each gene in α-amanitin 2-cell embryos was subtracted from that of AG and GG embryos. Genes showing FC (AG/GG or GG/AG)>10 were identified as DEGs.

### WGBS and H3K27me3 ChIP-seq data analyses

The DNA methylation level at DHSs was calculated using methpipe v3.4.2 ^55^. When calculating the DNA methylation level at each DHS, to get enough coverage of WGBS reads, we extended each DHS to both up and downstream 2 kb to include more nearby CpG sites. The oocyte-methylated gDMR was defined by >80% methylation in oocytes and <20% in sperm ^9^. For Extended Data Fig. 4a, “bedtools makewindows” were used to generate a set of non-overlapped 1 kb bins for the ±100 kb flanking region of Ps-DHSs. For H3K27me3 ChIP-seq analysis, Bed files were downloaded from Zheng et al., 2016 and converted to the bigWig format using ‘bedClip’ and ‘bedGraphToBigWig’ from UCSC Genome Browser database. ‘multiBigwigSummary’ from deepTools was used to compute H3K27me3 signal over the DHS and surrounding region.

### Statistical analyses and data visualization

Statistical analyses were implemented with R (http://www.r-project.org/). Pearson’s r coefficient was calculated using the ‘cor’ function with default parameters. Figures 2b and 4d were generated with R function ‘heatmap.2’. Figures 3d, 4c, 5a–d were generated with R function ‘pheatmap’. Figures 1b and 3b were generated using ‘computeMatrix’ and ‘plotHeatmap’ function in deepTools ^51^. Position-wise coverage of the genome by sequencing reads was determined by normalizing to the total unique mapped reads in the library using macs2 v2.1.0 ^56^ and visualized as custom tracks in the IGV genome browser.

### Known imprinting gene information

Known imprinting information was downloaded from http://www.geneimprint.com/site/genes-by-species.Mus+musculus.

### Code availability

A customized pipeline was used to split the hybrid RNA-seq data to their parental origin based on SNP information. The code can be found at https://github.com/lanjiangboston/UniversalSNPsplit.

### Data availability statement

All the liDNase-seq and RNA-seq datasets generated in this study were summarized in Table S15 and deposited at GEO database under accession number GSE92605. Sperm liDNase-seq datasets were from a previously publication (GSE76642) ^7^. WGBS datasets for sperm and GV oocytes were downloaded from http://www.nodai-genome.org/mouse.html?lang=en ^9^. H3K27me3 ChIP-seq datasets of sperm, MII oocytes, and SNP-tracked maternal and paternal alleles of 1-cell embryos were downloaded from a previous publication (GSE76687) ^11^.

## Extended Data

**Extended data figure 1.**
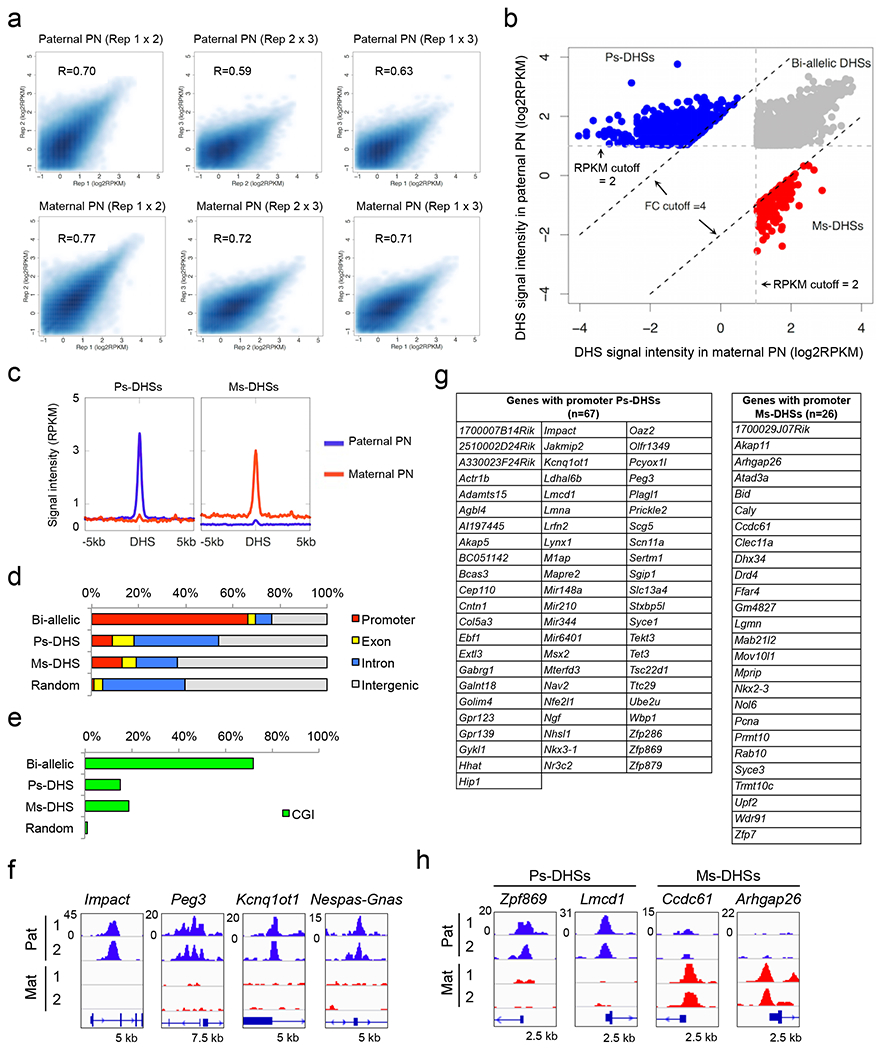
Identification of parental allelic DHSs, related to Figure 1 **a**, Scatter plots showing the correlation of DHSs between three biological replicates in paternal and maternal pronuclei (PN). **b**, Scatter plot showing bi-allelic DHSs (gray), Ps-DHSs (blue), and Ms-DHSs (red). The cutoffs used to define these DHS groups are indicated. **c**, Averaged DHS signals of Ps-DHSs and Ms-DHSs within ± 5 kb around DHSs. **d**, Genomic distribution of DHSs. Promoters represent ± 1 kb around TSSs. Random indicates the percentages of each genomic element of the mouse genome. **e**, Percentages of DHSs located at CpG islands (CGIs). Promoters represent ± 1 kb around TSSs. The genomic locations of CGIs is defined previously ^9^ **f**, Genome browser view of Ps-DHSs at imprinting control regions (ICRs) of representative imprinted genes. The genomic locations of ICRs were referred in Kobayashi et al., 2012 ^9^. **g**, List of genes harboring promoter Ps-DHSs or Ms-DHSs in zygotes. **h**, Genome browser view of representative allelic DHSs at gene promoters not previously known to be imprinted.

**Extended data figure 2.**
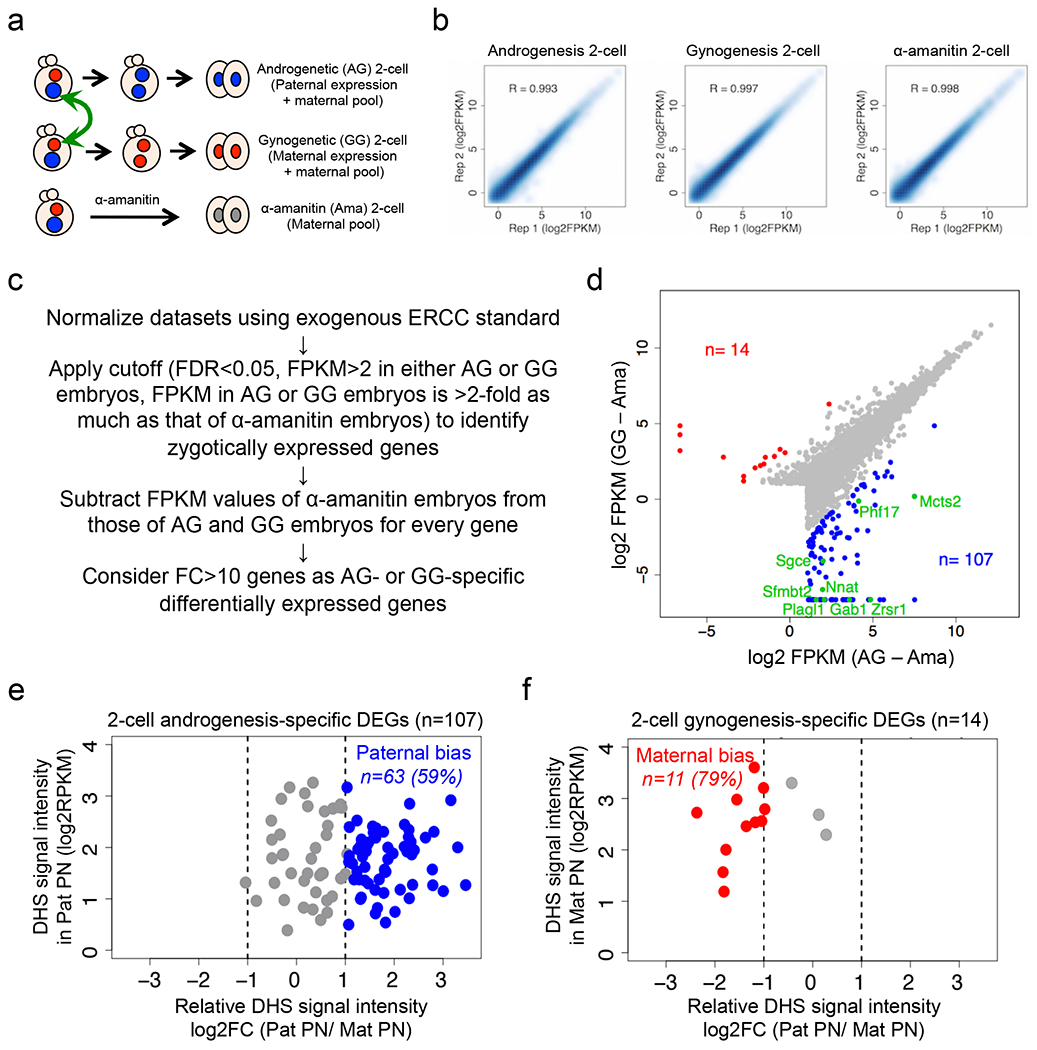
Experimental scheme, RNA-seq reproducibility and analysis scheme, related to Figure 1 **a**, Schematic for identifying parental allele-specific gene expression at ZGA. Androgenetic (AG) embryos and gynogenetic (GG) embryos were produced by pronuclear transfer. AG 2-cell embryos contain paternally-expressed nascent transcripts and maternally-stored transcripts. GG 2-cell embryos contain maternally-expressed nascent transcripts and maternally-stored transcripts. α-amanitin-treated (Ama) 2-cell embryos contain maternally-stored transcripts only. **b**, Scatter plot showing the correlation between biological duplicate of 2-cell RNA-seq samples. **c**, Flowchart for avoiding maternally-stored transcripts and identifying nascent allelic transcripts at ZGA. **d**, Scatterplot of nascent transcripts in AG and GG 2-cell embryos. For each gene, the FPKM value in Ama embryos was subtracted from that in AG and GG embryos, respectively. AG- and GG-specific differentially expressed genes (DEGs) (FC>10) are indicated in blue and red, respectively. Known imprinted genes are indicated in green. **e, f,** Scatterplot showing DHS allelic bias at promoters (±0.5 kb at TSS) of androgenesis- (**e**) and gynogenesis- (**f**) specific differentially expressed genes (DEGs). FC>2 was considered as ‘bias’ (blue or red).

**Extended data figure 3.**
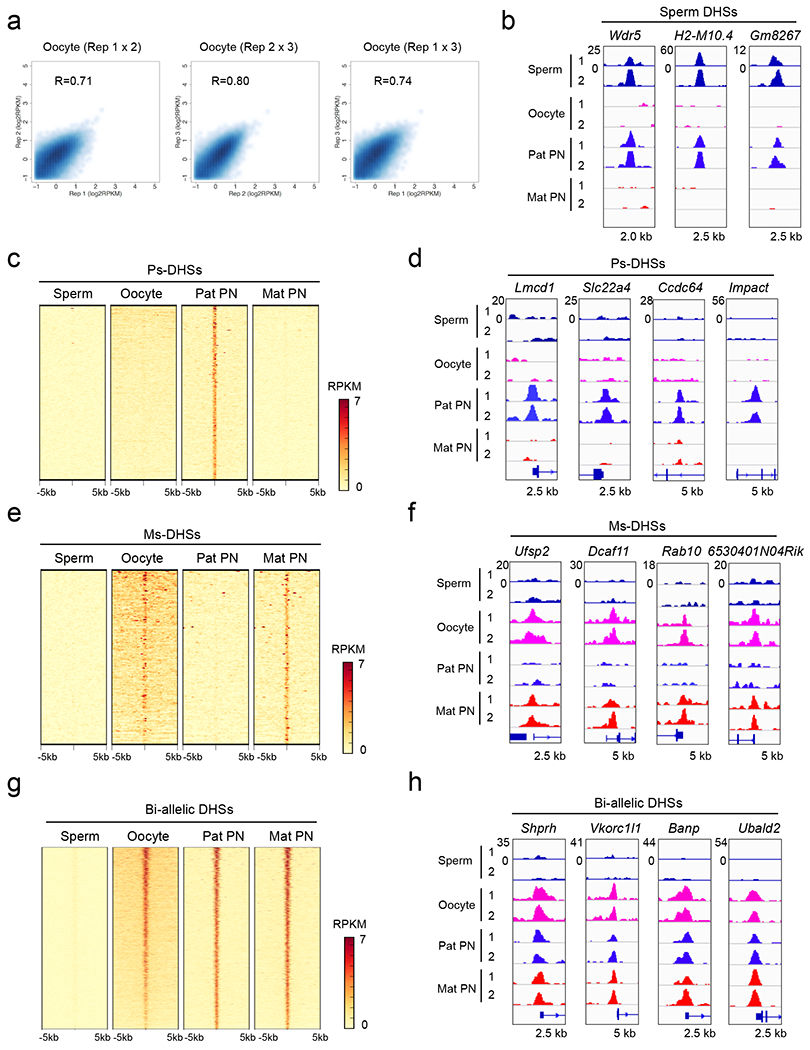
Zygotic Ms-DHSs are inherited from oocyte DHSs, related to Figure 2 **a**, Scatter plot showing the correlation between three biological replicates of liDNase-seq for GV nuclei isolated from fully-grown oocytes. **b**, Genome browser view of sperm DHSs that are passed on to paternal PNs of zygotes. The nearest gene names are indicated at the top of each panel. **c**, Heat map showing Ps-DHSs. Each row represents liDNase-seq signal intensity at a DHS ± 5 kb. Note that Ps-DHSs are largely absent in both sperm or oocytes. **d**, Genome browser view of representative Ps-DHSs. **e**, Heat map showing Ms-DHSs. Note that Ms-DHSs are mostly already present in oocytes. **f**, Genome browser view of representative Ms-DHSs. **g**, Heat map showing biallelic DHSs. **h,** Genome browser view of representative biallelic DHSs.

**Extended data figure 4.**
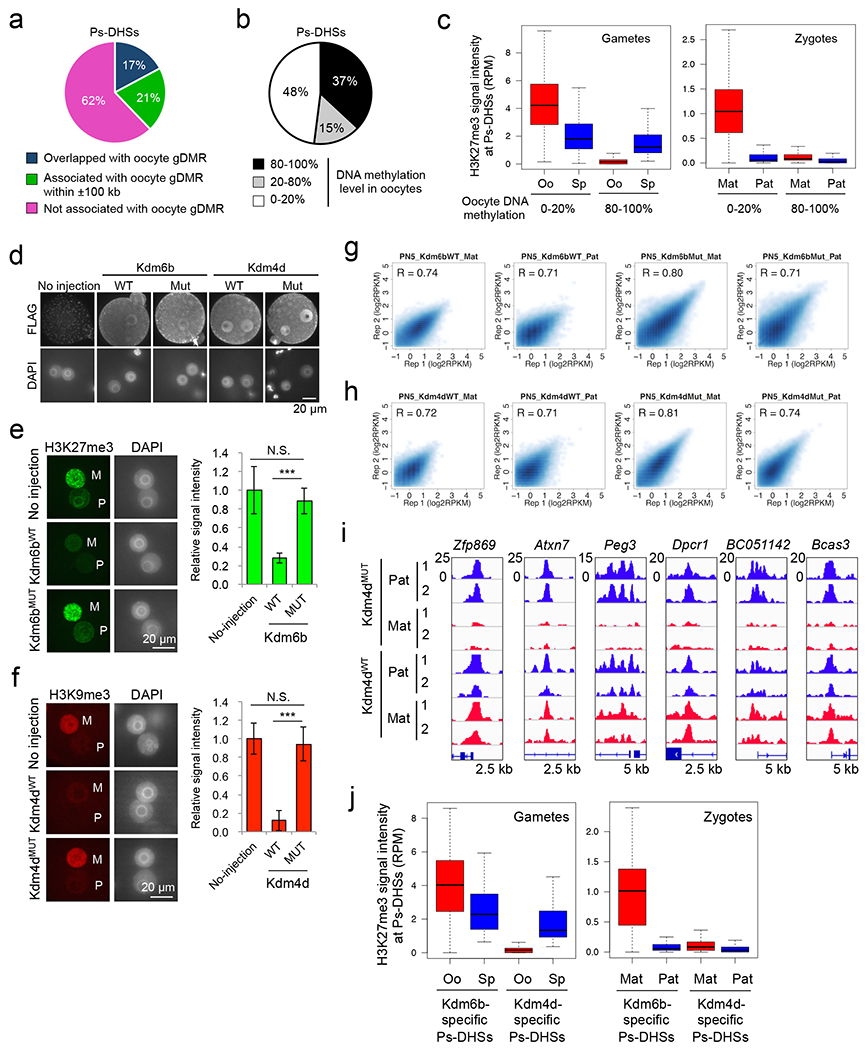
Distinct epigenetic features of Kdm6b- and Kdm4d-affected Ps-DHSs, related to Figure 2 **a**, Pie chart showing percentages of Ps-DHSs that overlap (black) or associated (gray) with oocyte- gDMRs within ±100 kb. Oocyte gDMR was defined by >80% methylation in oocytes and <20% methylation in sperm. **b**, Pie chart showing the percentages of Ps-DHSs organized based on their oocyte DNA methylation levels. **c**, Boxplots showing the H3K27me3 signal levels at Ps-DHSs ±1 kb in gametes (left panel) and zygotes (right panel). Ps-DHSs were divided into oocyte DNA hypomethylated (0-20%, n=296) and hypermethylated groups (80-100%, n=305). Middle lines in the boxes represent the medians. Box edges and whiskers indicate the 25th/75th and 2.5th/ 97.5th percentiles, respectively. **d**, Representative images of *Kdm6b*- or *Kdm4d*-injected zygotes stained with anti-Flag antibody, using non-injected zygotes as negative controls. **e**, Representative images of zygotes stained with anti-H3K27me3 antibody. M, maternal pronucleus. P, paternal pronucleus. The bar graph on the right represents relative immunostaining signal intensity of maternal pronuclei. The averaged signal of non-injected zygotes was set as 1.0. The total numbers of embryos examined were 8 (No injection), 13 (Kdm6b^WT^), and 10 (Kdm6b^MUT^). Error bars indicate SD. ***, *p*<0.001 (two-tailed Student *t*-test). N.S, statistically not significant. **f**, Representative images of zygotes stained with anti-H3K9me3 antibody. The bar graph on right represents relative immunostaining signal intensity in the maternal pronuclei. The averaged signal of non-injected zygotes was set as 1.0. The total numbers of embryos examined were 5 (no-inject), 5 (Kdm4d^WT^), and 7 (Kdm4d^MUT^). Error bars indicate SD. ***, *p*<0.001 (two-tailed Student *t*-test). N.S, statistically not significant. **g**, Scatter plot showing the correlation between biological duplicates of liDNase-seq for maternal (Mat) and paternal pronuclei (Pat) of *Kdm6b*^*WT*^- and *Kdm6b*^*MUT*^-injected zygotes. **h**, Scatter plot showing the correlation between biological duplicates of liDNase-seq for maternal (Mat) and paternal pronuclei (Pat) of *Kdm4d*^*WT*^- and *Kdm4d*^*MUT*^-injected zygotes. **i**, Genome browser view of representative Ps-DHSs affected by Kdm4d^WT^. **j**, Boxplot showing H3K27me3 signals at Kdm6b- or Kdm4d-affected Ps-DHSs ±1 kb in gametes (left panel) and zygotes (right panel). Middle lines in the boxes indicate the medians. Box edges and whiskers indicate the 25th/75th and 2.5th/ 97.5th percentiles, respectively.

**Extended data figure 5.**
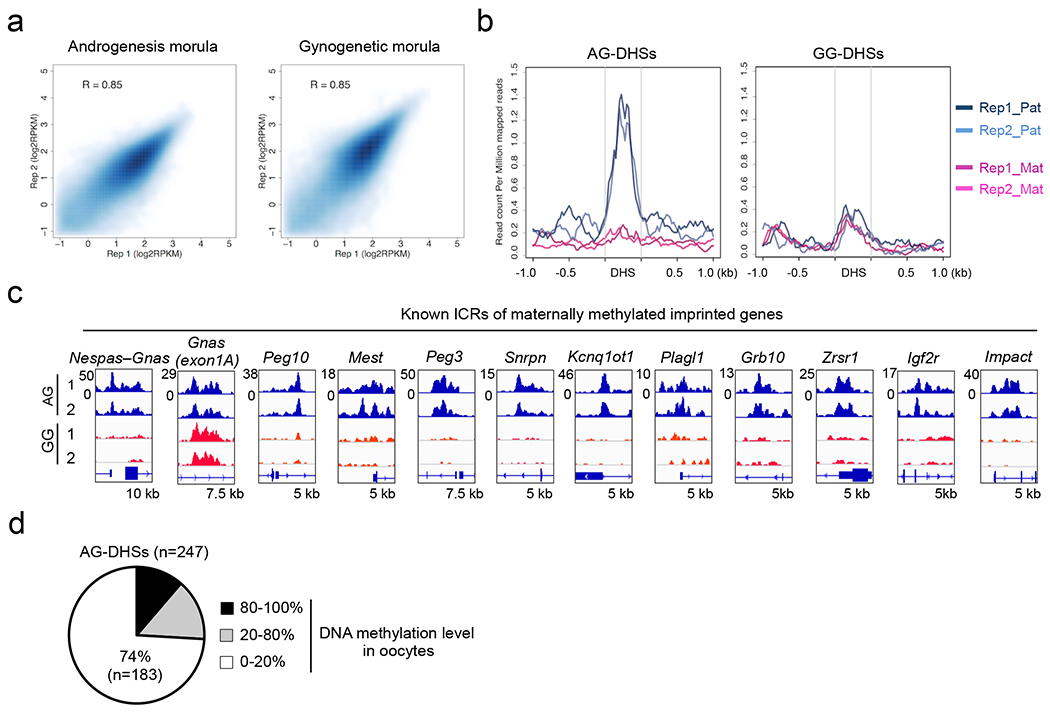
Androgenetic (AG)- and gynogenetic (GG)-specific DHSs in morula embryos, related to Figure 3 **a**, Scatter plot showing the correlation between biological duplicates of liDNase-seq for AG and GG morula embryos. **b**, Averaged SNP-tracked liDNase-seq signal intensity of paternal and maternal alleles in hybrid morula embryos. The data were obtained from morula embryos of a BDF1 and JF1 cross ^7^. Plots from the biological duplicates (*e.g.* BDF1_1 and BDF1_2) are shown. Note that paternal (JF1), but not maternal (BDF1), SNP reads are enriched in AG-DHSs (left panel), while neither SNP reads are enriched in GG-DHSs (right panel). **c**, Genome browser view of DHSs at known imprinting control regions (ICRs). The genomic locations of ICRs were defined previously ^9^. **d**, Pie chart showing AG-DHSs grouped based on their oocyte DNA methylation levels.

**Extended data figure 6.**
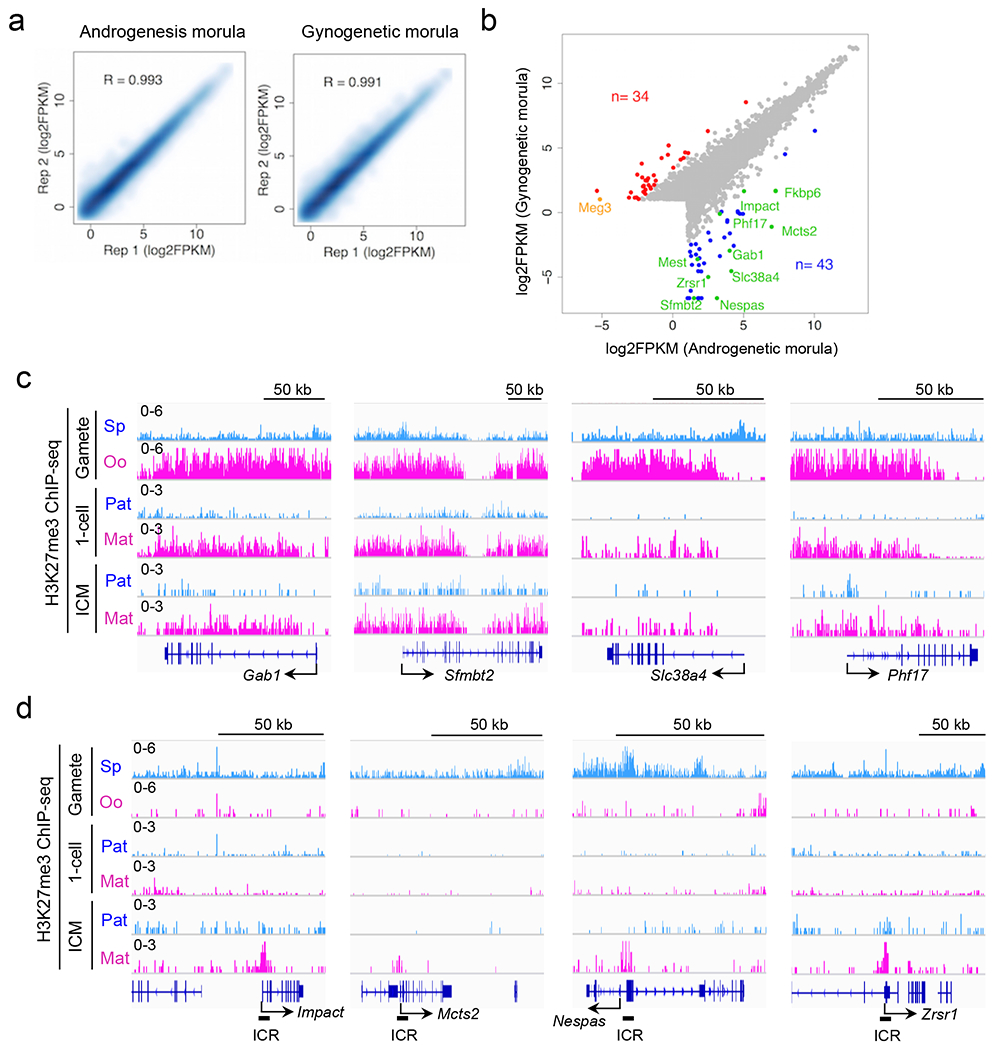
Allelic gene expression in morula embryos, related to Figure 3 **a**, Scatter plot showing the correlation between biological duplicates of RNA-seq samples. **b**, Scatterplot of gene expression levels in AG- and GG morula embryos. AG- and GG-specific differentially expressed genes (DEGs) (FC>10) are indicated in blue and red, respectively. Paternally- and maternally-expressed known imprinted genes are indicated in green and orange, respectively. **c**, Genome browser views of allelic H3K27me3 levels in non-canonical imprinted genes. Sp; sperm. Oo; MII-stage oocyte. ICM; inner cell mass of blastocysts. Paternal (Pat) and maternal (Mat) allele signals in 1-cell and ICM were based on SNP analyses. **d**, Genome browser views of allelic H3K27me3 levels in representative canonical imprinted genes. Known ICRs are indicated at the bottom of each canonical imprinted gene.

**Extended data figure 7.**
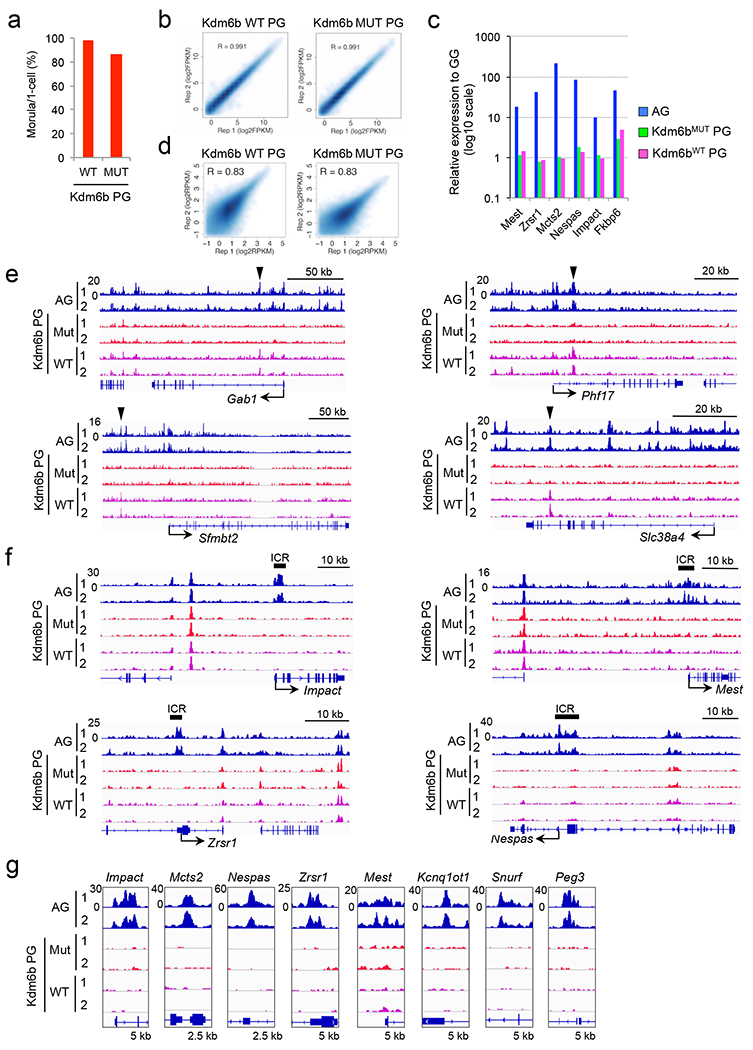
The effect of Kdm6b mRNA injection on maternal allele expression and accessibility, related to Figure 4 **a**, Developmental ratio of *Kdm6b*^*WT*^- and *Kdm6b*^*MUT*^-injected parthenogenetic (PG) embryos. The total embryo numbers examined were 60 (WT) and 58 (MUT). **b**, Scatter plot showing the correlation between biological duplicates of RNA-seq for *Kdm6b*^*WT*^- and *Kdm6b*^*MUT*^-injected PG embryos. **c**, Relative gene expression levels of canonical imprinted genes that are expressed in AG morula embryos (RPKM>0.5). Note that none are derepressed by Kdm6b^WT^ injection. **d**, Scatter plot showing the correlation between biological duplicates of liDNase-seq for *Kdm6b*^*WT*^- and *Kdm6b*^*MUT*^-injected PG embryos. **e, f**, Wide genome browser views of non-canonical (**e**) and canonical imprinted genes (**f**). The arrowheads indicate AG-DHSs at which chromatin accessibility is gained in *Kdm6b*^*WT*^-injected PG embryos (shown in figure 4e). Known imprinting control regions (ICRs) are indicated above each panel of canonical imprinted genes (**f**). **g**, Genome browser view of AG-DHSs of representative canonical imprinted genes.

**Extended data figure 8.**
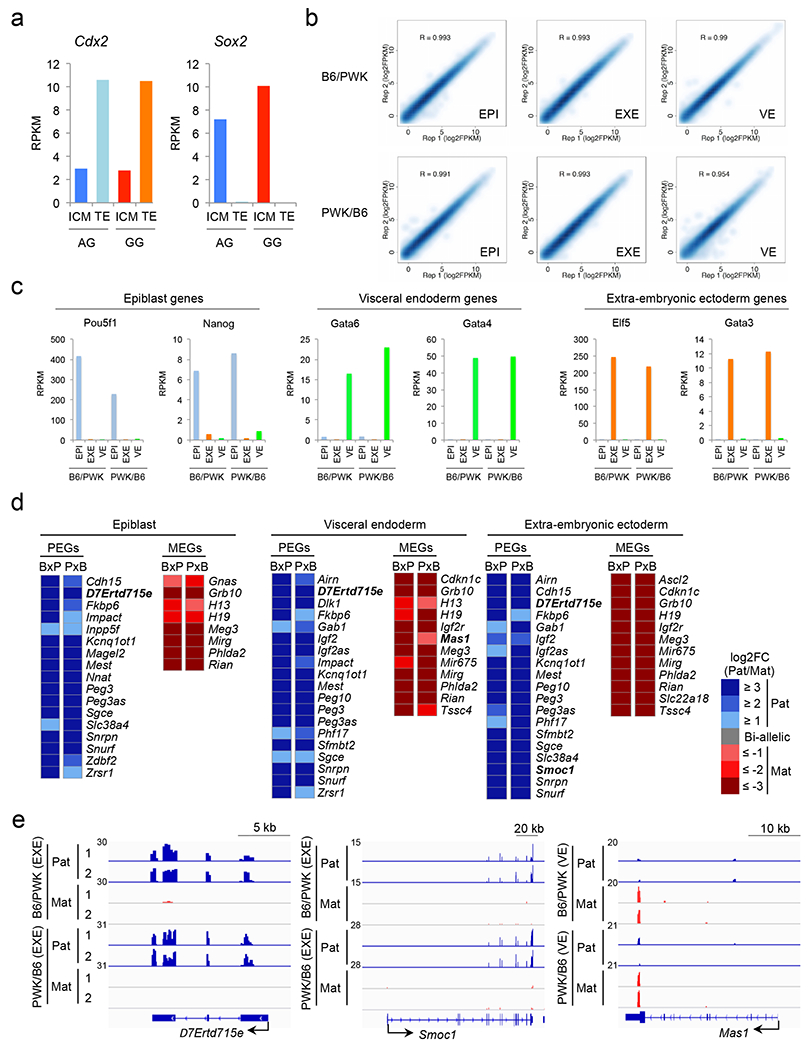
Genomic imprinting in E6.5 embryos, related to Figure 5 **a**, Expression levels of marker genes for TE (*Cdx2*) and ICM (*Sox2*) in the samples. **b**, Scatter plot showing the correlation between biological duplicates of the E6.5 epiblast (EPI), visceral endoderm (VE), and extra-embryonic ectoderm (EXE) RNA-seq samples from both B6xPWK and PWKxB6 crosses. **c**, Bar graphs showing the expression levels of marker genes for epiblast (*Pou5f1* and *Nanog*), extra-embryonic ectoderm (*Elf5* and *Gata3*), and visceral endoderm genes (*Gata6* and *Gata4*) in the samples. **d**, Heat map showing paternally-expressed genes (PEGs) and maternally-expressed genes (MEGs) in epiblast, visceral endoderm, and extra-embryonic ectoderm of E6.5 embryos. BxP; B6/PWK. PxB; PWK/B6. All genes showing parental allele-specific expression (FC>2 in both BxP and PxB) in each sample are shown. Genes not previously known to be imprinted are indicated in bold. **e**, Genome browser view of RNA-seq data of newly identified imprinted genes. *D7Ertd715e* and *Smoc1* are paternally expressed, and *Mas1* is maternally expressed. EXE, extra-embryonic ectoderm. VE, visceral endoderm.

**Extended data figure 9.**
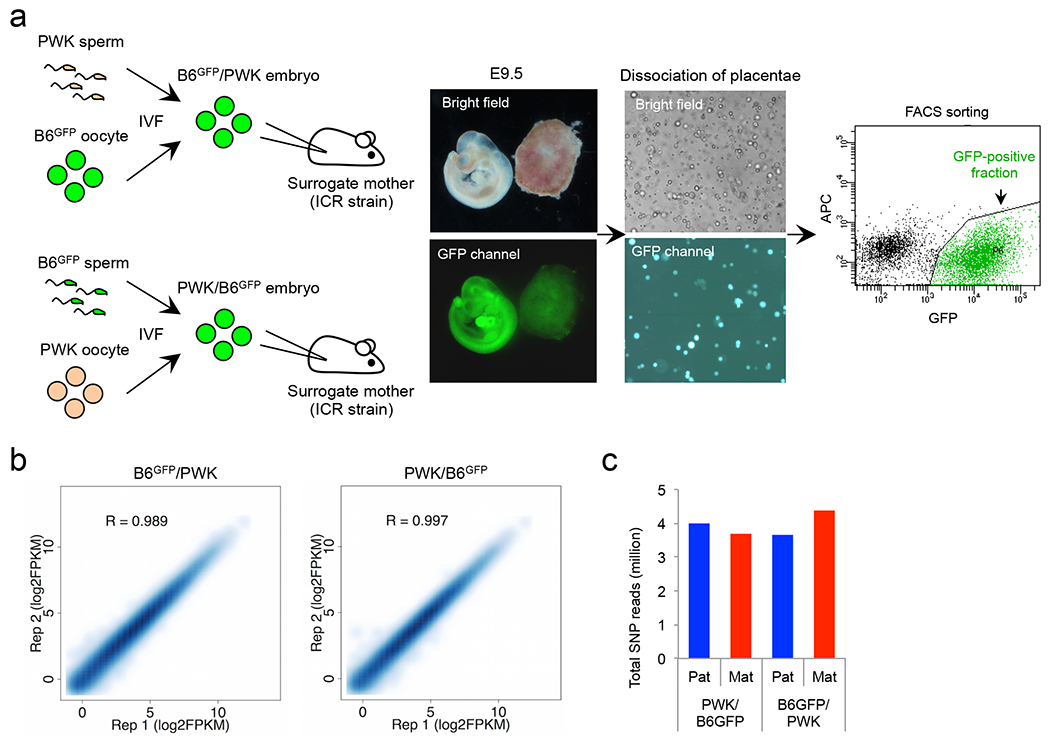
Sample preparation and quality verification, related to Figure 5 **a**, Experimental scheme of placenta cell purification. Sperm or oocytes were collected from B6^GFP^ mice, and *in vitro* fertilized with the counterparts collected from the PWK strain. Embryos were transplanted into surrogate mothers. The placentae were harvested at E9.5, and dissociated into single cells by trypsin treatment before FACS sorting of GFP-positive cells. **b**, Scatter plot showing the correlation between biological duplicates of RNA-seq samples. **c**, Total numbers of the paternal and maternal SNP reads in the purified placental cells.

**Extended data figure 10.**
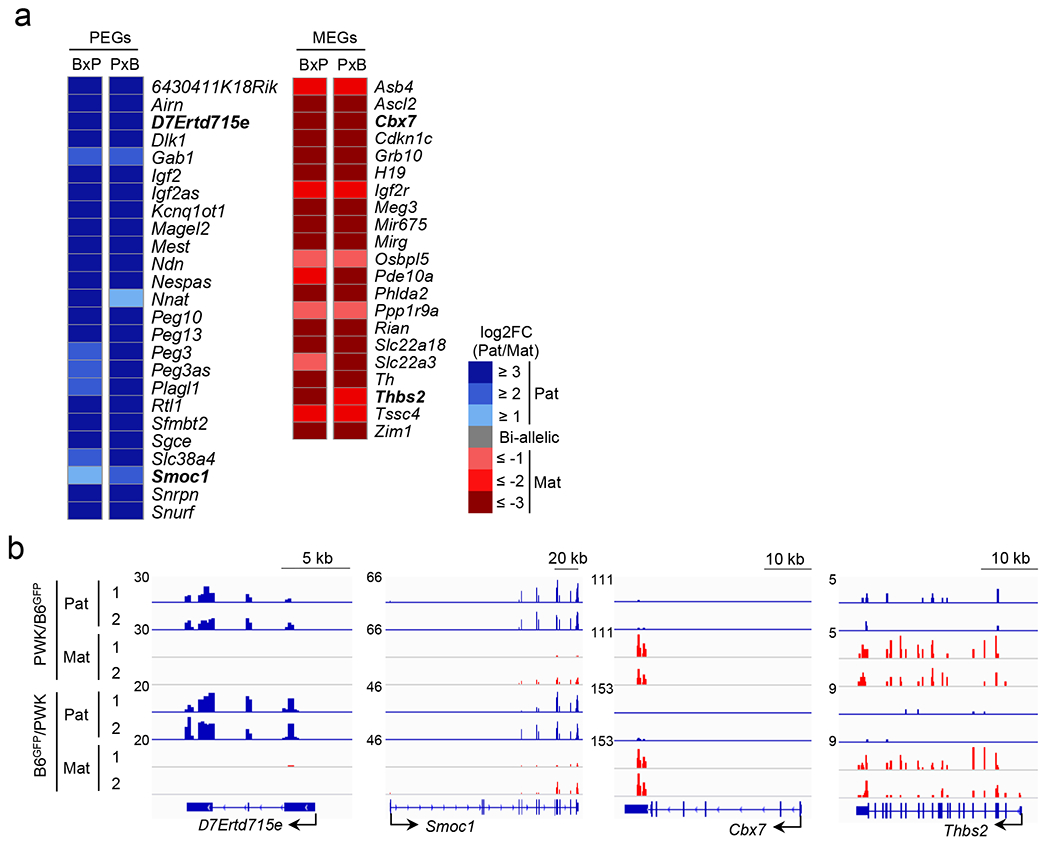
Genomic imprinting in E9.5 placentae, related to Figure 5 **a**, Heat map showing paternally-expressed genes (PEGs) and maternally-expressed genes (MEGs) in E9.5 placentae. BxP; B6/PWK. PxB; PWK/B6. All genes exhibiting parental allele-specific expression (FC>2 in both BxP and PxB) are shown. Genes not previously known to be imprinted are indicated in bold. **b**, Genome browser view of RNA-seq data of newly identified imprinted genes. *D7Ertd715e* and *Smoc1* are paternally expressed, and *Cbx7* and *Thbs2* are maternally expressed.

## Supplementary Material

Table S15

Table S14

Table S12

Table S11

Table S13

Table S10

Table S9

Table S7

Table S8

Table S6

Table S5

Table S4

Table S3

Table S1

Table S2

## Figures and Tables

**Figure 1.**
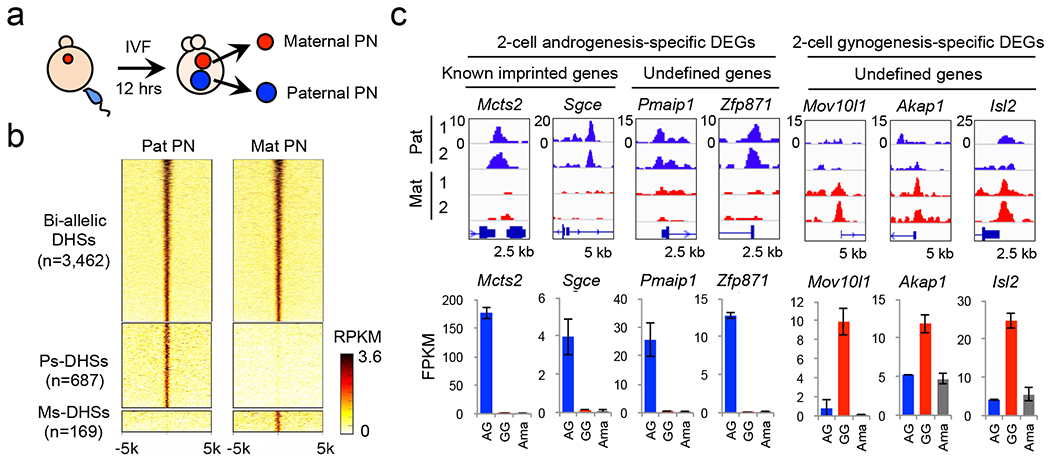
Allelic DHSs in zygotes mark allelic gene expression at ZGA **a**, Schematic for identifying parental allele-specific DHSs in zygotes. IVF, *in vitro* fertilization. PN, pronucleus. **b**, Heat map showing bi-allelic, paternal allele-specific (Ps-DHSs), and maternal allele-specific DHSs (Ms-DHSs) in zygotes. Each row represents liDNase-seq signal intensity at a DHS ± 5 kb. **c**, Representative androgenesis (AG)- and gynogenesis (GG)-specific differentially expressed genes (DEGs) harboring allelic promoter DHSs in zygotes. Upper panels are genome browser views of DHSs in paternal and maternal pronuclei with biological duplicates. The DHS signal intensity and the genomic length of each view (kb) are indicated at the upper left and the bottom of each panel, respectively. Lower graphs are gene expression levels in AG, GG and α-amanitin-treated (Ama) 2-cell embryos. Error bar, standard deviation of biological duplicates. Note that GG-specific expression of *Akap1* and *Isl2* is evident after subtraction of maternal pool transcripts.

**Figure 2.**
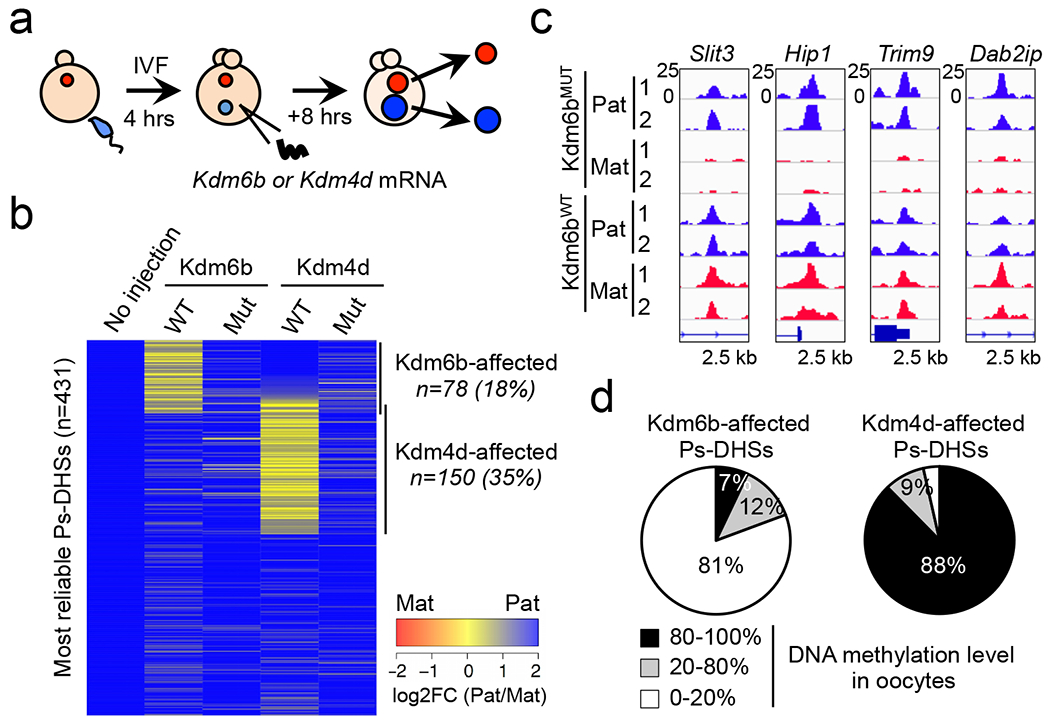
Oocyte-specific H3K27me3 prevents maternal chromatin accessibility at DNA hypomethylated regions **a**, Schematic for studying the role of histone methylations in maternal chromatin inaccessibility. **b**, Heat map showing the allelic bias at Ps-DHSs in *Kdm6b*- or *Kdm4d*-injected zygotes. **c,** Genome browser view of representative Ps-DHSs affected by Kdm6b^WT^. **d**, Pie charts showing Kdm6b- or Kdm4d-affected Ps-DHSs organized based on their oocyte DNA methylation levels.

**Figure 3.**
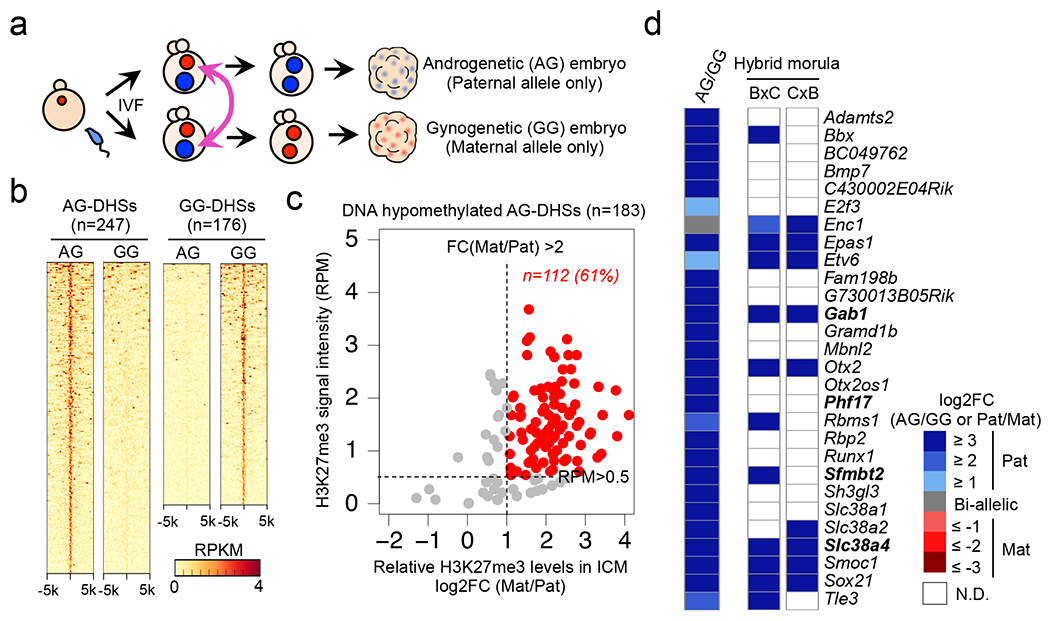
Genes with H3K27me3-marked AG-DHSs are paternally expressed in morula embryos **a**, Schematic for identifying parental allele-specific DHSs in morula embryos. **b**, Heat map showing AG-specific (AG-DHSs) and GG-specific DHSs (GG-DHSs) in morula embryos. Each row represents liDNase-seq signal intensity at a DHS ± 5 kb. **c**, Scatterplot showing allelic enrichment of H3K27me3 ChIP-seq signal at AG-DHSs ±1 kb in inner cell mass (ICM) of blastocyst embryos. AG-DHSs with [RPM>0.5, FC(Mat/Pat)>2] were considered to harbor maternal allele-biased H3K27me3 (red dots). **d**, Heat map showing parental allele-specific gene expression of putative H3K27me3-dependent imprinted genes. Genes expressed in AG morula embryos (RPKM>0.5) are shown. The left column represents the ratio of AG/GG gene expression. The two right columns represent relative gene expression in hybrid morula embryos. BxC; B6/CAST. CxB; CAST/B6. The 4 known non-canonical imprinted genes are indicated in bold. White boxes indicate ‘not determined (N.D.)’ due to lack of SNP reads (<20 reads).

**Figure 4.**
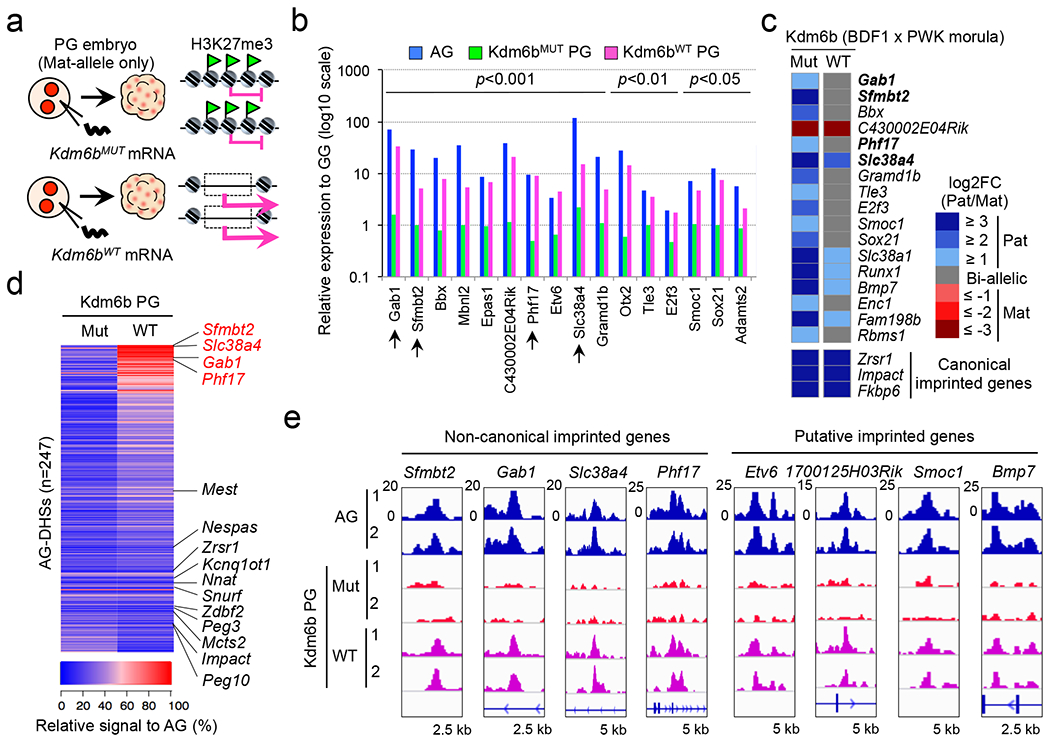
Maternal H3K27me3 serves as an imprinting mark **a**, Schematic for studying the role of H3K27me3 in maternal allele repression. *Kdm6b*^*MUT*^-injected parthenogenetic (PG) embryos were used as a negative control. **b,** Relative gene expression levels (log scale) of putative H3K27me3-dependent imprinted genes. Shown are genes expressed in AG morula embryos (RPKM>0.5) and significantly derepressed by Kdm6b^WT^. The expression level of gynogenetic (GG) morula embryos was set as 1. The genes are ordered by statistical significance (*p*-values by DEseq) between Kdm6b^WT^ and Kdm6b^MUT^ samples. Arrows indicate known non-canonical imprinted genes. **c**, Heat map showing parental allele-specific gene expression of putative H3K27me3-dependent imprinted genes in *Kdm6b*^*WT*^- and *Kdm6b*^*MUT*^-injected hybrid morula embryos. Among the 28 genes listed in figure 3d, those with >10 SNP reads in both samples are shown. Known non-canonical imprinted genes are indicated in bold. Allelic expression levels of representative canonical imprinted genes are shown at the bottom. **d**, Heat map showing the levels of chromatin accessibility at AG-DHSs in *Kdm6b*^*WT*^- and *Kdm6b*^*MUT*^-injected morula PG embryos. The DHS signal intensity in AG embryos was set as 100%. AG-DHSs are ordered by Δ(Kdm6b^WT^ – Kdm6b^MUT^). Known imprinted genes are indicated at right, with non-canonical imprinted genes shown in red. **e**, Genome browser view of gain-of-accessibility at AG-DHSs of putative H3K27me3-dependent imprinted genes.

**Figure 5.**
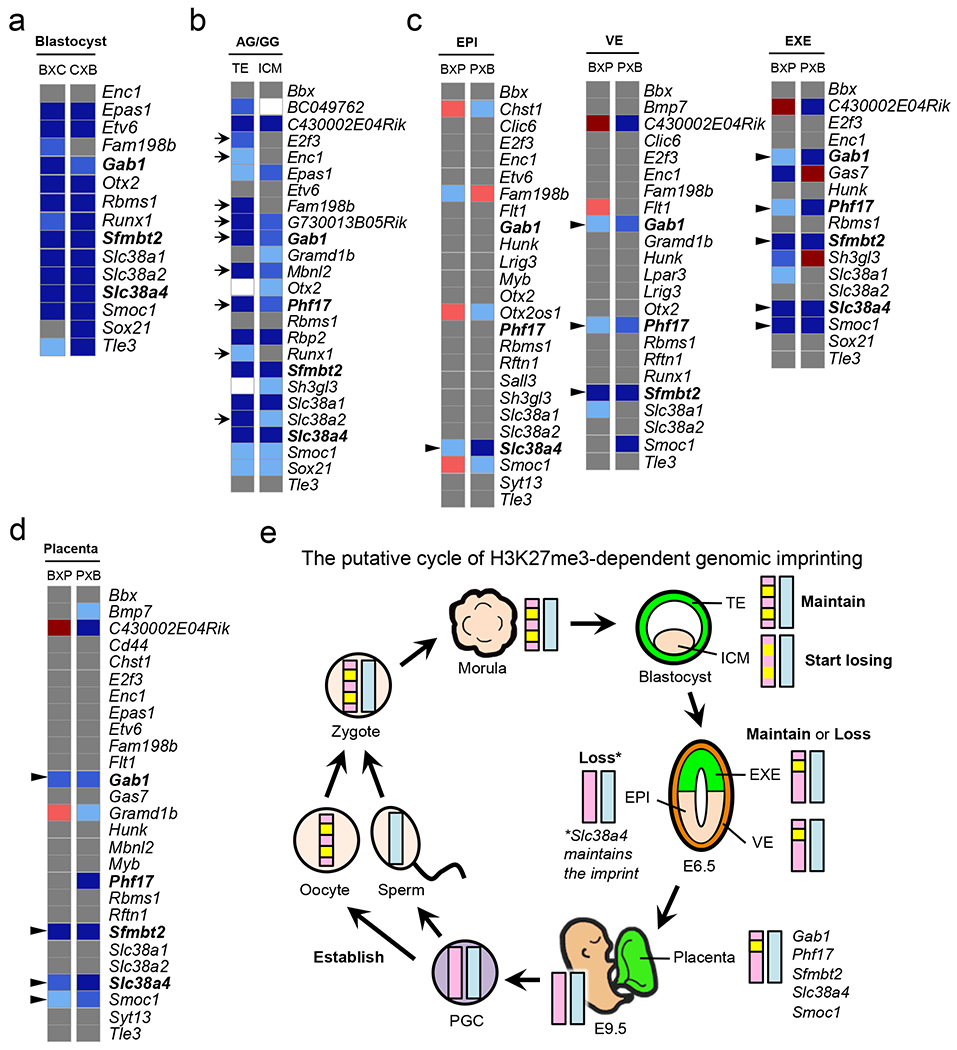
Cell lineage-specific dynamics of H3K27me3-dependent genomic imprinting **a**, Heat map showing parental allele-specific gene expression of putative H3K27me3-dependent imprinted genes in hybrid blastocyst embryos. BxC; B6/CAST. CxB; CAST/B6. Known non-canonical imprinted genes are indicated in bold in panels **a-d**. The color scheme in panels **a-d** follows figure 3d. **b**, Heat map showing androgenesis/gynogenesis (AG/GG) relative expression of putative H3K27me3-dependent imprinted genes in ICM and TE of blastocyst embryos. Arrows indicate genes showing a milder level of AG-bias in ICM when compared to TE. White boxes indicate ‘not determined’ due to low gene expression levels (RPKM<0.5). **c**, Heat map showing parental allele-specific gene expression of putative H3K27me3-dependent imprinted genes in epiblast (EPI), visceral endoderm (VE), and extra-embryonic ectoderm (EXE) of E6.5 embryos. Genes with >20 SNP reads in both reciprocal crosses are shown. BxP; B6/PWK. PxB; PWK/B6. Arrowheads indicate genes showing imprinted expression. **d**, Heat map showing parental allele-specific gene expression of putative H3K27me3-dependent imprinted genes in pure fetus-derived E9.5 placenta cells. Genes with >20 SNP reads in both reciprocal crosses are shown. Arrowheads genes showing imprinted expression. **e**, Model illustrating the fate of H3K27me3-dependent genomic imprinting during development.

How the deposited data were processed for this re-analysis (not part of the article)

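The series holds 36 RNA-seq libraries of mouse embryos, and all but those of GG morulae were examined: AG, GG and α-amanitin-treated 2-cell embryos, AG morulae, PG morulae injected with Kdm6bWT or Kdm6bMUT mRNA, hybrid morulae, ICM and TE of AG and GG blastocysts, EPI, VE and EXE of E6.5 embryos and sorted E9.5 placental cells. The liDNase-seq libraries were not used here. GG morulae enter through the FPKM that the paper lists in Tables S7 and S8 for genes of these tables, as means, and as single libraries only where 1 GG library was left out.

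The authors aligned single-end reads of 100 bases to mm9 with TopHat2 2.0.6 or STAR, counted unique reads in UCSC gene models with featureCounts of Subread 1.5.1, and split reads by strain SNPs. The authors gave FPKM, reads scaled to gene length and library size, for 20098 autosomal genes in 2-cell embryos and morulae, and for all genes, rounded to 2 decimals, in hybrid morulae, E6.5 tissues and placenta. Multiplied by gene length, the FPKM of 2-cell embryos and morulae are whole reads within 0.01 on 1 scale per library of 14685365 to 20555104 reads, so reads could be recovered. Size factors from ERCC RNA, which the Methods describe for 2-cell embryos, were not apparent, since each scale lay near the summed gene reads of its library. The blastocyst values are RPKM that the authors rounded to 2 decimals. The SNP values are counts of reads per allele as deposited, with no scaling between libraries. The log2 ratios in the deposited tables are those of the authors, paternal over maternal or AG over GG with a small offset and empty under a read minimum, and served only as a check of the values beside them. In the blastocyst, hybrid morula, E6.5 and placenta tables 24 or 25 gene names had been turned into dates before deposit and were left as they stand, and the 2-cell and morula tables had 0. Gene positions are 1-based mm9 coordinates of the deposited tables: of 19084 names shared with the NCBIM37 reference, 11023 have an equal start and 10895 an equal end.

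Unique reads per library in Table S15 range from 20918952 to 52195668. FPKM were analysed as log2(FPKM + 0.5) by limma-trend (limma 3.58.1, R 4.3.3) over genes with a highest group mean above 0.5 FPKM, in 1 fit per table, and a gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a fold above 2. Allelic counts were analysed by the quasi-likelihood test of edgeR 4.0.16, with each library as a block and the parent and strain of the allele as terms, over genes with a mean above 20 SNP reads in each cross, and calls also needed a fold of summed reads above 2 in the same direction in both crosses. DESeq2 1.42.0 was the alternative. Newly synthesized genes had an adjusted p under 0.05, a mean above 2 FPKM and a fold above 2 against α-amanitin, and AG- and GG-specific genes a fold above 10 after subtraction of α-amanitin FPKM, as in the Methods, where the authors used DESeq. In all, 24 gene lists were tested by camera, where enough genes were measured, with a preset correlation of 0.01 and with an estimated correlation, adjusted over the lists of a comparison. The paper's AG- and GG-specific DEGs, chosen after the data were seen, were adjusted over 3 sets of their own. Groups without replicates were compared by ratio, by Clopper-Pearson intervals and Fisher's exact test of reads (scipy 1.17.1), and by 10000 random lists of matched genes. Tissue markers were compared by exact permutation tests. Values were handled with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

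The tests were checked on simulated data, with changes of 2-, 4- and 8-fold put into the values of 200 genes. At 2 libraries per group, limma found 23.9%, 76.1% and 97.0% of these in 2-cell embryos and 20.9%, 89.6% and 100% in PG morulae, with 23 and 13 unchanged genes called. These were 14.9% and 8.50% of the limma calls, more than an adjusted p under 0.05 is meant to allow. For the allelic test in EPI edgeR found 23.9%, 98.5% and 98.5%, with 0 unchanged genes called.

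Genes named in the text were those the paper names or shows, list members that passed, with up to 4 examples per list, and in replicated comparisons the 10 largest changes in each direction without overlap of libraries. This rule, the groups, the tests, the gene lists and most alternatives were listed before the data were examined, and the paper's tables had been seen by then. Alternatives were other pseudocounts, no filter or a filter on the mean, a replicate block, median centring, other fold, expression and read limits, other offsets, DESeq2, no block, and each library left out in turn, in which case the lone library of a group is assumed to vary like the others. Chosen after the data were seen were edgeR on recovered reads, an assumed ICM share in AG TE, the pairing of E6.5 tissues by replicate number, and the genes outside the imprinted lists in Kdm6b morulae. The tests of AG against GG morulae were left out because the tables that give GG values cover genes the authors chose, and a fit over all genes was not made here. In E6.5 tissues the replicate numbers are those of the SNP table. The log2 ratio of replicate 1 over replicate 2 correlated between SNP reads and FPKM by 0.767 to 0.861 in 5 of the 6 groups and by −0.886 in EXE of PWK/B6, so the FPKM table appears to number these 2 libraries the other way round, and the authors' tables of PEGs and MEGs exchange the 2 VE columns of PWK/B6.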

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

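The tests of explanations in this part were all chosen after the result was seen, and the outlying libraries, the differences between tissues and the signals outside the paper's questions were searched by rules set before.

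In hybrid morulae the X-linked paternal share of SNP reads was 11.2% in Kdm6bMUT and 32.4% in Kdm6bWT embryos, a change of 21.2 percentage points that 257 of 270 genes followed, in data the paper did not analyse for the X chromosome. A general shift to the paternal allele is argued against by the autosomal share, which changed by 2.06 percentage points. More female embryos in the Kdm6bWT pool is a candidate explanation that the Y-linked genes go with: all 9 were lower in Kdm6bWT embryos, with a median FPKM ratio of 0.361. A lower output of the maternal X after Kdm6bWT injection stays open, since maternal X-linked reads per autosomal maternal read had a ratio of 0.818 and each condition had 1 library. *Xist*, which silences the X, had 12.3 FPKM in Kdm6bMUT and 28.8 FPKM in Kdm6bWT embryos, with 12.4% and 24.0% paternal reads. Its maternal part, FPKM multiplied by the maternal share, was 10.8 and 21.9 FPKM, so maternal *Xist* was also higher in the Kdm6bWT library.

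In EPI of PWK/B6 replicate 2, reads of the silent allele were above 10% for 13 of 26 called genes, against 8, 5 and 5 genes in the other libraries. *Meg3* had 171 of 1068 reads (16.0%) from the paternal allele there and 0 of 646 in replicate 1, and *Rian* 12.2%. Cells or reads of the B6/PWK cross, with a PWK father, are argued against by *Snrpn*, with 1 read of 8016 from the silent PWK allele (upper limit 0.0695%). *Snrpn* cannot tell of cells without a PWK allele, such as those of ICR mothers, nor of other PWK/B6 tissue. Cells without a PWK allele cannot add reads to the silent allele of PEGs, which is PWK in this cross. In replicate 2 that allele gave over 10% of reads for 8 of 18 PEGs, against 2 of 17 in replicate 1. *Impact* had 66.8% paternal reads in replicate 2 and 97.4% in replicate 1. This argues against such cells as the source for these PEGs. For *Meg3* and *Rian* they stay open, as does other PWK/B6 tissue. Reads assigned to the wrong allele are argued against by *Meg3* in replicate 1 (upper limit 0.569%). Imprints of single genes lost in embryos of this pool remain a possible explanation that rests on the 13 genes of 1 library, and IVF cannot be told apart from the cross, although replicate 1 came from IVF as well.

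In AG TE, primitive endoderm genes were above GG TE by a median log2 ratio of 4.53 (2.23 with 0.5 RPKM added in place of 0.01, since GG TE levels are near 0), a signal the paper did not analyse. Whole ICM left in the AG TE sample is argued against: ICM genes had a median of 2.76% of their AG ICM level in AG TE, with *Nanog* as an exception at 59.3%, and primitive endoderm genes 10.8% (7 genes each, exact rank permutation test, two-sided, p = 0.0262). Primitive endoderm cells left with AG TE is a candidate explanation that the 10.8% goes with. Expression of these genes by AG TE cells stays open, since GG TE had a median of 0.412% of GG ICM and each condition had 1 library. No more than 1 library per tissue and genotype was sequenced, so a biological difference between AG and GG TE was not tested. AG ICM and AG TE also differed in summed Y-linked RPKM, with 113 and 4.44.

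Libraries far from the others of their tissue, by a Dixon test over 33 sets of which 5 passed where about 1 in 20 would by chance, were these. The X-linked paternal share was 0.177% in EPI of PWK/B6 replicate 1, 0.371% in EXE of PWK/B6 replicate 1 and 11.2% in placenta of B6GFP/PWK replicate 1. VE of PWK/B6 replicate 1, which did not pass, had 0.569%, against 49.2%, 10.3% and 6.80% in EPI, VE and EXE of PWK/B6 replicate 2, and *Xist* had 103, 277 and 121 maternal and 2, 5 and 2 paternal reads in EPI, VE and EXE of replicate 1. The 3 tissues of this replicate stand apart together, so they are not separate outliers. The silent allele gave 10.4% of *Sfmbt2* reads in VE of B6/PWK replicate 1 and 12.0% of *Slc38a4* reads in EXE of PWK/B6 replicate 2.

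The parental effect, log2 paternal over maternal, differed between E6.5 tissues for candidate genes (edgeR, over 7398 genes). EXE minus EPI was 4.10 for *Smoc1*, 2.62 for *Phf17*, 1.19 for *Slc38a1*, 0.67 for *Bbx*, 1.22 for *H13*, 1.35 for *Gnas*, −2.89 for *Igf2r*, −1.42 for *Inpp5f* and −6.34 for *Tssc4*. VE minus EPI was 1.86 for *Phf17*, 1.55 for *Gnas*, −4.17 for *Igf2r*, −2.68 for *Sgce*, −1.23 for *Inpp5f* and −3.05 for *Tssc4*. EXE minus VE was 2.18 for *Smoc1*, 0.56 for *Bbx*, 1.02 for *H13*, 5.08 for *Sgce* and −3.29 for *Tssc4*.

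Outside the imprinted lists, 7 AG-specific DEGs of the paper were higher in Kdm6bWT than in Kdm6bMUT morulae, which the paper did not analyse, and they are described with the other observations.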

How the results depend on the processing

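Of the alternatives, edgeR on recovered reads, the assumed ICM share, the pairing of E6.5 tissues and the result on AG-specific DEGs outside the imprinted lists were chosen after seeing the data. Over 63 results, 321 of 395 values under alternatives were classed as unchanged, and 25 results were so under every alternative run for them. Counts were classed as unchanged within 1.5-fold, X-linked shares within the counting interval of the main value, and median changes only where equal. For 193 pairs of a named gene and comparison, 1949 of 2202 values kept their call and direction, with no limit on the size of the change. Single libraries limit the comparisons of 2 against 2: with 1 left out, the counts of AG against GG 2-cell embryos were 42 to 280 higher and 5 to 45 lower, the GG-specific genes 12 to 24, and in Kdm6bWT against Kdm6bMUT 0 to 0 genes were higher and 0 to 0 lower, and 0 to 0 putative genes and 0 to 0 AG-specific DEGs outside the lists were called, where fewer libraries leave fewer degrees of freedom. Read depth limits the allelic results, since genes below 20 SNP reads could not be called.

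In 2-cell embryos a pseudocount of 0.1 gave 297 genes higher in AG than GG, and no filter on low values gave 77 higher in GG than AG. A fold limit of 5 gave 195 AG-specific and 36 GG-specific genes, and an offset of 1 FPKM after subtraction 30 and 4. In Kdm6bWT against Kdm6bMUT morulae the lower genes numbered 1 with a pseudocount of 0.1, 5 with a pseudocount of 1 and 6 with median centring. No filter gave 0 higher and 0 lower genes, 0 putative genes and 0 AG-specific DEGs outside the lists (limma), where 1435 genes had an unadjusted p under 0.05 with the filter. With edgeR on recovered reads 30 genes were higher, 12 lower, and 13 putative genes were called. With an estimated correlation 0 of the planned gene lists passed in each of the comparisons of AG with GG, AG with α-amanitin and GG with α-amanitin 2-cell embryos, and of Kdm6bWT with Kdm6bMUT, AG with Kdm6bMUT and AG with Kdm6bWT morulae. The AG- and GG-specific DEGs outside the lists had an adjusted p = 0.0481 each by camera in Kdm6bWT against Kdm6bMUT (unadjusted p = 0.0174 and 0.0321). That adjustment covered 3 sets only, and that of the planned lists all lists of a comparison, so the adjusted values cannot be set side by side. An offset of 0.5 FPKM left 7 putative genes over 8-fold higher in AG morulae. Median centring moved the share of higher genes among those called from 24.2% to 40.5% in AG against Kdm6bMUT and from 25.9% to 46.1% in AG against Kdm6bWT morulae. The cause of these shifts was not tested, apart from limits that admit more or fewer genes by construction.

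In 2-cell embryos and morulae the replicate numbers pair nothing that the sources used here describe: differences from the group mean correlated between equal numbers by −0.157, 0.0543 and −0.0311 in 2-cell and by 0.0949, 0.0494 and 0.289 in morula groups. With a replicate block, 356 and 100 genes differed between AG and GG 2-cell embryos and 21 and 10 between Kdm6bWT and Kdm6bMUT morulae. In E6.5 tissues of PWK/B6 equal numbers deviate together in the X-linked paternal share, with 0.177%, 0.569% and 0.371% in EPI, VE and EXE of replicate 1 and 49.2%, 10.3% and 6.80% of replicate 2, which goes with tissues of the same embryos, while B6/PWK libraries do not tell. With a replicate block on this pairing, the markers higher in their own tissue numbered 5 in EPI, 12 in VE and 8 in EXE, and so they did with the numbers of PWK/B6 EXE exchanged. The differences of the parental effect between tissues passed for 11 genes in EXE against EPI, 8 in VE against EPI and 8 in EXE against VE, where 9, 6 and 5 had passed, and none of these was lost.

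In the allelic tests, at least 1 SNP read in each cross admitted 48, 49, 41 and 46 putative genes in EPI, VE, EXE and placenta. At a fold limit of 4, 0 putative genes were called in EPI (edgeR), 1 in VE and 3 in EXE, and with no replicate block 2 in EXE, and 7 MEGs in VE. In hybrid morulae 10 putative genes were paternal-biased at a SNP read minimum of 50, and with alleles scaled to the same total the median change was −25.7 percentage points. Without the 5 genes with most reads, the X-linked paternal share moved to 45.1% and 48.6% in EPI of B6/PWK and PWK/B6 replicate 2, to 2.39% and 1.97% in VE and 7.44% and 7.205% in EXE of B6/PWK replicates 1 and 2, to 0.303% and 12.2% in VE of PWK/B6 replicates 1 and 2, to 6.403% in EXE of PWK/B6 replicate 2, and to 13.9%, 0.614%, 0.777% and 0.987% in the placental libraries, each outside its counting interval.

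In blastocysts 0.5 RPKM added in place of 0.01 left 17 AG-biased genes in TE and 16 in ICM, and 10 genes with a weaker bias in ICM.

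Among named genes the direction reversed only for genes that had not passed, with 1 library left out. In Kdm6bWT against Kdm6bMUT the log2 difference ranged from −0.25 to 1.24 for *Rbms1*, −0.195 to 0.0821 for *Rbp2*, −0.0395 to 0.294 for *Mest*, −0.0157 to 0.0588 for *Zrsr1*, −0.43 to 0.22 for *Mcts2*, −0.567 to 0.0428 for *Impact* and −1.79 to 2.35 for *Fkbp6*. In EPI, log2 paternal over maternal ranged from −0.78 to 0.56 for *Smoc1* and from −0.0732 to 0.167 for *Phf17*. The tests of AG against GG morulae by limma were not run.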

Differences from the paper's values

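The paper counts 16 of the 28 putative genes as derepressed in Kdm6bWT over Kdm6bMUT embryos, and 6 passed here, all among the paper's 16. The limits differ: a limma adjusted p under 0.05 over all tested genes and a fold above 2 were used here, while the 16 genes are those with a DESeq p under 0.05 in Table S7. Of the alternatives listed before the data were examined, none came within 1.5-fold of the paper's count: pseudocount 0.1, a filter on the mean, a replicate block and median centring each gave 6 genes, pseudocount 1 gave 5, and no filter and each library left out gave 0 (limma). At an unadjusted p under 0.05 limma gave 17 genes, 15 of them among the paper's 16, and adjusted over the list alone 12. The count was 13 with edgeR on reads recovered from FPKM, which was chosen after seeing the values and drops 4 of the paper's 16 genes, *Adamts2*, *Bbx*, *Gramd1b* and *Otx2*.

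In EPI *Ndn* was called a PEG here (90.3% and 81.4% paternal reads in B6/PWK and PWK/B6), beside all genes of the paper's list. The paper's counts are lower for AG-biased putative genes in TE, putative genes with a weaker bias in ICM and putative genes measured in EXE, where 19, 12 and 18 were found here. The paper does not state the limit behind its count of weaker genes. The Methods state that 2-cell values were normalized to ERCC RNA, and no such factor was apparent in the deposited FPKM.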

Other observations

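Kdm6bWT morulae also had more RNA of genes outside the imprinted lists, in a set chosen after the data were seen, as were the tests of explanations in this part. The splits of libraries were planned. Of the paper's AG-specific DEGs, 23 were on neither the putative nor the canonical list. Among them is *D7Ertd715e*, a PEG in E6.5 tissues and placenta, which did not rise with Kdm6bWT (log2 difference −0.46, SE 0.56). Of the 23, 7 were higher in Kdm6bWT than in Kdm6bMUT embryos: *Sall1*, *Slc6a13*, *Cox7b2*, *Tmem144*, *Ly6a*, *Syce1* and *Pla2g7*. *Ly6a*, a surface protein of stem cells, had 909 ± 49.0 FPKM (SD, n = 2) and 242 ± 49.6 FPKM, and *Slc6a13*, a GABA transporter, differed by 2.30 on the log2 scale. The median log2 difference was 1.31, 13 passed when adjusted over the list alone, and 16 had an unadjusted p under 0.05 (camera adjusted p = 2.06e-17, adjusted p = 0.0481 with an estimated correlation). These camera values were adjusted over 3 sets only, and the unadjusted camera p with an estimated correlation was 0.0174. The study chose these genes on AG and GG morulae, so AG libraries are not independent evidence for them. None passed by limma without a filter on low values (0, with 15 at an unadjusted p under 0.05), nor without Kdm6bWT replicate 1, Kdm6bWT replicate 2, Kdm6bMUT replicate 1 or Kdm6bMUT replicate 2 (0 in each), while 12 to 13 did over the list alone, and 9 passed by edgeR on recovered reads.

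In hybrid morulae 13 of these genes had enough SNP reads, 9 were paternal-biased in Kdm6bMUT, and 12 had a lower paternal share in Kdm6bWT embryos. *Sall1*, a zinc finger gene, went from 86.5% to 37.3%, *Ly6a* from 93.9% to 58.6% and *Syce1*, a gene of the synaptonemal complex, from 80.5% to 36.4%. The median change was −22.2 percentage points, below all 10000 random lists (−2.97 to 6.53 for 95% of lists). A release of the maternal allele itself, as at the putative genes, might account for this and goes with the −22.2, which argues against a change of cell state that acts on both alleles. Within 1000 kb of a putative gene lay only *Tmem144*, *5330426P16Rik*, *Ly6a* and *Ly6c1* of the AG-specific DEGs outside the lists. *Tmem144* lay 43.3 kb from *Fam198b* and *Ly6a* 248 kb from *2300005B03Rik*. How often other genes lie this near was not tested. Each hybrid condition had 1 library, so this is a hypothesis found and tested on the same data.

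The 33 GG-specific DEGs outside the imprinted lists showed the opposite change in PG morulae, with a median log2 difference of −0.90 (camera adjusted p = 1.69e-18, adjusted p = 0.0481 with an estimated correlation, over the same 3 sets only). None was lower by limma over all genes in the main fit, and 1 was with a pseudocount of 1, a replicate block or median centring. By edgeR on recovered reads 2 were lower, and 24 had an unadjusted p under 0.05 by limma. In hybrid morulae their paternal share changed by a median of 1.32 percentage points, and FPKM was lower in 29 of 31 genes, so a change of cell state that acts on both alleles might account for them.

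With 4 libraries in 2 crosses, the allelic calls can be compared with only 8 splits of the libraries, too few for a share under 0.05. The real split called 26, 31, 31 and 46 genes in EPI, VE, EXE and placenta. The highest other split had 787, 650, 806 and 783, and 2 splits had as many calls as the real one in each tissue, the real split included. The other one follows the strain of the allele, so its calls point to the structure of the samples, and the next highest had 0, 0, 0 and 1 genes.

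In 2-cell embryos 12 of 27 measured putative genes were higher in AG than in GG embryos and 0 were lower (14 higher when adjusted over the list alone), among them *Gramd1b* and *Etv6* (camera adjusted p = 1.70e-07, adjusted p = 0.0861 with an estimated correlation). In placenta *Zrsr1* had 96.4% paternal reads in B6GFP/PWK and 15.5% in PWK/B6GFP embryos and was not called. In VE, PWK/B6 replicate 1 had 22076 genes detected, and the other VE libraries 16296 to 17800.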
